# Influence of developmental stage and genotype on liver mRNA levels among wild, domesticated, and hybrid rainbow trout (*Oncorhynchus mykiss*)

**DOI:** 10.1186/1471-2164-14-673

**Published:** 2013-10-02

**Authors:** Samantha L White, Dionne Sakhrani, Roy G Danzmann, Robert H Devlin

**Keywords:** Genomics, Domestication, Growth, Rainbow trout, Age-matched, Size-matched

## Abstract

**Background:**

Release of domesticated strains of fish into nature may pose a threat to wild populations with respect to their evolved genetic structure and fitness. Understanding alterations that have occurred in both physiology and genetics as a consequence of domestication can assist in evaluating the risks posed by introgression of domesticated genomes into wild genetic backgrounds, however the molecular causes of these consequences are currently poorly defined. The present study has examined levels of mRNA in fast-growing pure domesticated (D), slow-growing age-matched pure wild (Wa), slow-growing size-matched pure wild (Ws), and first generation hybrid cross (W/D) rainbow trout (*Oncorhynchus mykiss*) to investigate the influence of genotype (domesticated vs. wild, and their interactions in hybrids) and developmental stage (age- or size-matched animals) on genetic responses (i.e. dominant vs. recessive) and specific physiological pathways.

**Results:**

Highly significant differences in mRNA levels were found between domesticated and wild-type rainbow trout genotypes (321 mRNAs), with many mRNAs in the wild-domesticated hybrid progeny showing intermediate levels. Differences were also found between age-matched and size-matched wild-type trout groups (64 mRNAs), with unique mRNA differences for each of the wild-type groups when compared to domesticated trout (Wa: 114 mRNAs, Ws: 88 mRNAs), illustrating an influence of fish developmental stage affecting findings when used as comparator groups to other genotypes. Analysis of differentially expressed mRNAs (found for both wild-type trout to domesticated comparisons) among the genotypes indicates that 34.8% are regulated consistent with an additive genetic model, whereas 39.1% and 26.1% show a recessive or dominant mode of regulation, respectively. These molecular data are largely consistent with phenotypic data (growth and behavioural assessments) assessed in domesticated and wild trout strains.

**Conclusions:**

The present molecular data are concordant with domestication having clearly altered rainbow trout genomes and consequent phenotype from that of native wild populations. Although mainly additive responses were noted in hybrid progeny, the prevalence of dominant and non-additive responses reveals that introgression of domesticated and wild genotypes alters the type of genetic control of mRNA levels from that of wild-type, which may lead to disruption of gene regulation systems important for developing phenotypes for optimal fitness in nature. A clear influence of both fish age and size (developmental stage) on mRNA levels was also noted in this study, which highlights the importance of examining multiple control samples to provide a comprehensive understanding of changes observed between strains possessing differences in growth rate.

## Background

Domestication is a natural process that occurs in organisms subjected to rearing in animal husbandry, horticulture and aquaculture, adapting them to artificial environmental conditions which differ from those their progenitor wild strains evolved within. Domestication is often coupled with selective breeding to further accentuate desired phenotypic traits such as enhanced growth rate [1-3]. Salmonids (salmon, trout and their relatives) provide an ideal model for domestication due to variability between individual fish for many desirable phenotypic traits, and, unlike for many domesticated agricultural species, in most cases wild strains remain as comparators to the domesticated strains [4-8]. This difference in phenotype between wild and domesticated strains has been found by quantitative genetic studies to be determined mainly by additive genetic differences that accentuate phenotype in domesticated strains relative to the wild parental line [4-6,9,10]. Our understanding of both undirected and directed selection occurring during domestication is based mainly on observations of the phenotypic characteristics of the animal (e.g. body size at maturation), with knowledge regarding the specific underlying genetic and physiological features under selection still poorly understood. Improving our understanding of the molecular genetic basis of domestication will assist in identifying loci involved in control of phenotypic traits, both those desirable for the culture environment and those that may pose risks to wild strains. Indeed, of major concern to fish biologists is the intentional or unintentional release of domesticated fish stocks. Introgression of domesticated and wild genomes may result in hybrid progeny with reduced fitness for their environment [11-14]. However, a recent study by Skaala et al. has demonstrated improved survival of hybrid progeny (some year classes) in the wild [15]. To assist in addressing such concerns, it would be beneficial to understand genetic changes occurring during domestication as well as the effects of interacting genomes on gene regulatory processes. This knowledge would aid in the prediction of the detrimental outcomes of such crosses [12,16,17].

Inter-breeding between distinct populations can lead to different results depending on genetic and environmental factors. Hybridization of strains with low genetic variation and phenotypic range (e.g. from inbreeding or bottlenecks) may in theory yield hybrid progeny with desirable phenotypes through heterosis, where the offspring possess a more favourable phenotype than their parental strains [18]. Out-breeding depression can also occur where the off-spring express a non-favourable phenotype relative to parental strains, leading to reduced fitness of the hybrid progeny and the potential for negative impacts for wild stocks [16,19]. Phenotype-genotype relationships have been examined for traits such as survival, aggression, predator evasion, and feeding motivation [5,6,14,19-24], and for growth potential of wild-domesticated hybrid progeny in relation to their parental strains [4,5,7,8,25]. The overall findings of these studies suggested that domestication-induced traits are regulated mainly by additive genetic variation. Out-breeding with continually backcrossing of hybrid progeny into a wild genome may result in dilution of the domesticated-induced phenotype and a reversion to wild phenotype [26,27]. While these studies have focused mainly on the effect of domestication through quantification of the phenotypic trait in the hybrid relative to both parents, the advent of microarray technology has enabled exploration at the mRNA level. Research on the relationship between mRNA levels and phenotypic traits has been reported in mouse [28,29] and Drosophila *sp *[30-33]. However, several studies have also applied this technology to explore the genetic variation arisen through domestication in rainbow trout [34], Atlantic salmon [35-37], coho [38], brook charr [39,40] and lake whitefish [41] salmonid species.

The present study uses microarray technology to screen for differences in mRNA abundance levels between fast-growing pure domesticated, slow-growing pure wild, and wild-domesticated hybrid (intermediate growth) rainbow trout in liver tissue. Domesticated strains used within this study have been under selection for enhanced growth rate for greater than 30 years and show highly different growth rates relative to their wild comparators (leading to > 25-fold weight difference in domesticated compared to wild-type trout after 14 months), and are comparable to growth rates seen for growth hormone transgenic fish [42]. The main aims of this study were to (1) investigate changes in mRNA levels that have arisen through domestication, and relate these findings to growth and other physiological changes, (2) investigate the relationship among genotypes regarding their effects on mRNA levels, specifically that for wild-domesticated hybrids relative to parental strains, and (3) investigate the effect of developmental stage on mRNA levels by inclusion of both age-matched and size-matched wild-type reference groups. Previous studies of domestication [34,36,38] have tended to size and stage-match wild reference groups to domesticated populations in attempts to control for either developmental (body size, or stage) or environmental (rearing time) variance between groups due to size and stage differences. This study included both size-matched and age-matched wild groups as comparators.

## Methods

### Strains and fish culture

Strains of rainbow trout (*O. mykiss*) utilized in the present study were a wild strain (W; normally slow-growing) derived from Pennask Lake, British Columbia and a fast-growing domesticated (D) strain which has undergone selection for enhanced growth rate for over 30 years. The domesticated trout are derived from Campbell Lake Trout Farms (Little Fort, BC), a commercial strain used in aquaculture in British Columbia. In addition to the pure strains, wild-domesticated F_1_ hybrids (W/D) were also generated. These three genotypes of fish grow at very different rates, and thus to facilitate comparisons, wild strain trout were analyzed as age-matched (Wa) individuals and, using stock from the previous year, as individuals size-matched (Ws) to the D strain trout. Strains were generated and reared at the Fisheries and Oceans Canada Centre for Aquaculture and Environmental Research (CAER) in West Vancouver, BC. In June 2007, a series of crosses were performed to assess phenotypic and genetic relationships between the D and W strains. For the molecular analysis described here, a single cross was selected to minimize complications arising from allelic differences that may exist among individuals within each of the strains. Thus, groups were derived from 1) one female D trout crossed with a D male to generate pure domestic (D) trout, 2) the same D female was crossed with a W male to generate W/D hybrid progeny, and 3) to generate pure W trout, one W female was crossed with the same W male used to generate the W/D progeny. In the previous year (2006), W trout were selected from a large, randomly mated set of crosses from fish from the same wild source as for 2007 broods (Pennask Lake). All families (including size-matched wild-type trout) were reared individually under the same culture conditions in fresh aerated well water (10°C) at a density of less than 5 kg/m^3^ under simulated natural lighting and photoperiod (latitude 49˚13′). Fish were fed stage-appropriate artificial salmon diets (Sketting, Canada Ltd.) to satiation three times per day for the wild-type, domesticated and F_1_ hybrid groups. All experiments were approved by the DFO Pacific Regional Animal Care Committee and adhered to Guidelines of the Canadian Council for Animal Care.

### Sampling

For analysis, six fish were selected from each of the groups (Wa, Ws, D and W/D) during February 2008. At this time, the domesticated strain individuals had grown to a body size that closely matched that of the 2006 W strain fish (Figure 1). Liver tissue was sampled from six individual fish from each experimental group; Wa, Ws, D and W/D rainbow trout. Lengths and weights (Figure 1) at the time of sampling varied between all groups. In terms of fish weight, domesticated and size-matched wilds were the largest in terms of mass relative to wild-domesticated hybrid and age-matched wild groups. Prior to tissue sampling no food was provided to the fish for a 24 hr period. Fish were terminated by over-anaesthetization with 200 mg/L tricaine methane sulfonate plus 400 mg/L sodium bicarbonate (1:2 ratio), followed by decapitation.

**Figure 1:**
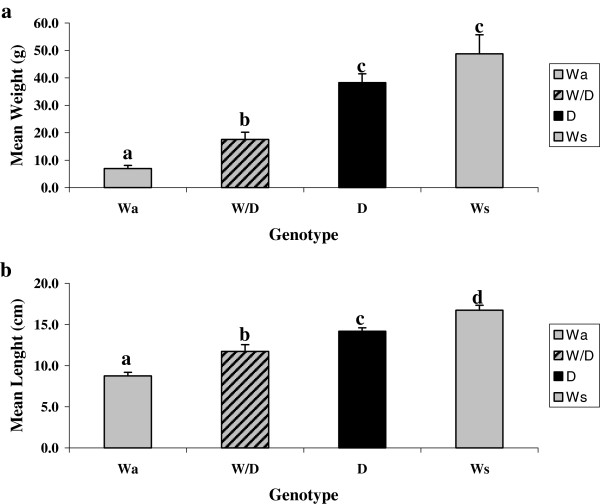
**Fish weights (a) and lengths (b).** Weights and lengths are shown for age-matched wild (Wa), size-matched wild (Ws), domesticated (D) and wild-domesticated hybrid progeny rainbow trout used in this study. Statistically distinct groups are indicated by different letters over the bars.

### RNA extraction

Liver tissue was excised and placed immediately in RNAlater as specified by the manufacturer (Ambion) and stored at -80°C until analysis. Total RNA was extracted from individual liver tissues using TRIzol reagent (Invitogen) by pellet pestle homogenization (Kontes) and purified using Qiagen’s RNeasy MinElute Cleanup kit. Quality and quantity of RNA was examined spectrophotometrically at 260 nm and 280 nm and RNA purity estimated using 260/280 ratio ≥ 1.8.

### Microarray hybridization

Microarray experiments were designed to comply with Minimum Information About a Microarray Experiment (MIAME) guidelines [43] and all scanned images and quantified raw data files have been deposited in Gene Expression Omnibus [44] with GEO platform accession number [GSE45151]. All hybridizations were carried out using 44K salmonid oligonucleotide arrays containing four arrays per slide, provided by the consortium for Genomics Research on All Salmon Project (cGRASP) [45,46]. A reference design was used in all hybridizations, composed of pooled total RNA from wild size-matched rainbow trout (n = 6). This pooled sample served as the Cy3 labelled control (see below) to which each individual fish was compared. Each experimental group (D, W/D, Wa and Ws) included 6 individual fish. Thus, in total 24 44K oligo-arrays were utilised during this study. Total liver RNA for individual fish from each experimental group was hybridized to one of four arrays per individual slide. For each experimental group the positioning on the slide was: D, W/D, Wa and Ws.

Total RNA (100 ng) for both reference and experimental samples was converted to cDNA and cRNAs derived therefrom were labelled with the appropriate fluorescent dye using the Agilent Low Input Quick Amp (LIQA) kit, following manufacturer’s instruction. Agilent Spike A control and Spike B control were added to reference (Cy3) and experimental (Cy5) samples, respectively. Following denaturation (65°C for 10 min) and cRNA synthesis (40°C for 2 hr) steps, the reaction was heated at 70°C for 15 min and, then placed directly on ice to inactivate the AffinityScript enzyme. cRNA was then labelled with the appropriate fluorescent dye by the addition of 6 μL of Transcription Master Mix Cocktail containing either Cy3 or Cy5. The reaction mix was incubated at 40°C for 2 hr and, subsequently stored at -80°C until use. Labelled cRNA samples were thawed and then purified using Qiagen’s RNeasy mini spin columns. Labelled cRNA samples were quantified spectrophotometrically at 260 nm, incorporation of Cy dyes and specific activity of each sample were calculated as per manufacture’s guidelines (Agilent). Hybridizations were carried out in accordance with LIQA kit protocol, using 825 ng of experimental and reference pool cRNA. 100 μL of this hybridization reaction mix was loaded in order D, W/D, Wa and Ws to each of the respective individual grids on the 44K oligo-array using Agilent’s SureHyb enabled Hybridization reaction chamber and gasket slides. Hybridization was carried out at 65°C for 17 hr in a rotary hybridization oven at 10 rpm. Following hybridization, slides were washed as per manufacture’s protocol. Slides were scanned immediately using ScanArray Express (PerkinElmer, Waltham, MA, USA) scanner at 5 μm resolution at 90% laser power, with PMT values of 85 for Cy3 channel and 70 for Cy5 channel.

### Data analysis

Scanned arrays were quantified using Imagene 9.0 (BioDiscovery, EL Segundo, CA, USA) and data files processed prior to import into GeneSpring 12.0 (Agilent Technologies, Inc, Santa Clara, CA, USA). Data was imported into GeneSpring under the following conditions: raw data was converted to a threshold value of 1.0, raw data was log_2_ transformed, and LOWESS normalisation and baseline transformation to the median value of all samples was performed. As a quality control, data for each slide was examined using scatter plot and MA-plot to examine dye bias and technical variation between slides for each biological replicate.

Of the 43,689 entities (oligos spotted on the array), 9,386 were present in this study and this list was used for the final statistical tests. This entity list was created by filtering based on expression (lower intensity cut-off ≤ 300) and flags to account for background, false positives and absent spots. Statistical analysis was performed using a one-way ANOVA assuming equal variance with Tukey’s post-hoc and Benjamini Hochberg (FDR) multiple corrections. Significance was determined using *P* values ≤ 0.05 or ≤ 0.01. Figure 2 details the number and type of expression found to differ between all pairwise comparisons of Wa, Ws, D and W/D-hybrid, and a list of annotated entities can be found in the additional files provided (Additional files 1, 2, 3, 4, 5, 6).

**Figure 2:**
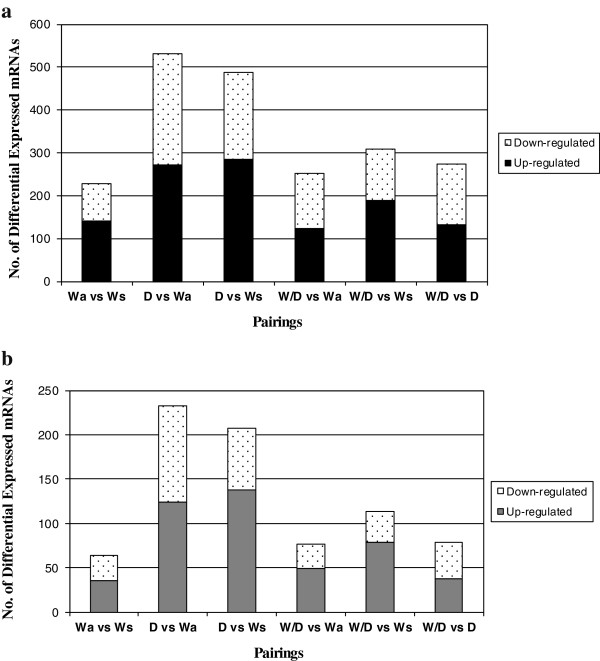
**Significant differences found in mRNA levels between group pairings. a)** Significant differences as determine by ANOVA *P* ≤ 0.05. **b)** Significant differences as determine by ANOVA *P* ≤ 0.05 with fold change of ≥ 2. Each bar chart shows the amount of up-regulated and down-regulated mRNAs found in each group pairing of fast-growing domesticated (D), slow-growing age-matched wild (Wa), slow-growing size-matched wild (Ws), and first generation hybrid cross (W/D) rainbow trout.

Hierarchical clustering was performed on all mRNAs with signals above background on the array and on significant mRNAs found during analysis, using Euclidian distance measurement and clustering based on condition (genotype) and mRNA level (GeneSpring). It should be noted however that hierarchical clustering in reference to its use here is not a statistical analysis method, and in this case was only used as a means of visually inferring relationships among genotypes. As an additional quality control, a 3D-PCA plot was examined to assess group cohesiveness (within and between) each of the genotypes (Wa, Ws, D and W/D). Clustering according to genotype was evident, with all individuals within a genotype clustering together. Some overlapping of individuals within the D and W/D groupings was noted. Following statistical analysis of differentially expressed mRNAs, all replicates were removed from mRNA entity lists. For replicate removal of same named mRNAs, in each case the first mRNA within each replicate group was selected. This was done consistently for removal of same name replicates from each entity list. Venn diagrams were employed during analysis to determine the proportion of mRNAs that were mutually expressed in comparisons of D to wild-type groups and those unique to Wa or Ws groups relative to D groups. This was performed in order to draw some conclusions with regards the relevance and or necessity for size matching fish during experimental design. Venn diagram breakdown was also used in this study to examine mutually expressed mRNAs found on comparison of wild-domesticated hybrid trout in relation to all other groups.

Examination of mRNA regulation patterns between genotypes was performed using SPSS software version 18.0 (IBM). One-way ANOVA assuming equal variance with Tukey’s post-hoc and Benjamini Hochberg (FDR) multiple corrections was performed on a combined list of mRNAs found to be significantly different for pairings of D to wild-type trout during microarray statistical testing (*P* ≤ 0.05 and fold change ≥ 2). Statistical testing was performed on normalized log expression values from all individual fish within the D, W/D and Wa and Ws groups and differences were noted as significant with a *P* value ≤ 0.05. Regulation of mRNAs was defined as additive if significant differences were noted for comparisons of both W/D to W and W/D to D. Regulation of mRNAs was defined as non-additive if the W/D-hybrid was significantly different from one but not the other parental strains. Regulation of mRNAs was defined as D-dominant (in reference to D) if W/D was significantly different from the wild-type but not from the D parental strain. Regulation of mRNAs was defined as D-recessive (in reference to D) if W/D was significantly different from D but not the W parental strain. During analysis, there were some cases where a mRNA resembled additive effect but was not significantly different from both parents. To confirm an additive effect or no effect (Ne) of genotype for these mRNAs linear regression analysis was used. Linear regression analysis was performed for each individual mRNA. Expression values (non-log expression values) for an individual mRNA were plotted across the three genotype groups and the slope of the line determined (SPSS version 18.0, IBM). The effect of genotype on mRNA regulation was classified as resembling additive (and included in the additive category) if the slope of the line was significantly different from zero (*P* ≤ 0.05); if the slope was not significantly different from zero, mRNA regulation was classified as no effect (Ne) of genotype.

Functional pathways were assigned where possible to the significant mRNAs found in comparison between all group pairings using UniProt Knowledgebase [47], EMBL-EBI [48], Gene Ontology (GO) information provided in array annotation file and an in-house database.

## Results

### Entity list generation and statistical analysis

Levels of liver mRNAs were analyzed using a 44K oligo-array (consortium for Genomics Research on All Salmon Project; cGRASP) for four groups of rainbow trout (fast-growing domesticated (D), wild-domesticated hybrid (W/D), slow-growing age-matched wild-type (Wa), and slow-growing size-matched wild-type (Ws)). 

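The files hold 24 arrays, with 6 fish in each of D, W/D, Wa and Ws. Each array carried the RNA of 1 fish in the Cy5 channel and, in the Cy3 channel, a reference pool made from 6 size-matched wild fish. The arrays lay on 6 slides, each with 1 fish of every group in the fixed order D, W/D, Wa and Ws, so that position on the slide and group cannot be told apart. The authors deposited the ImaGene quantification of every array, which gives the mean signal intensity and the local background intensity of 45220 spots in both channels and a flag for each spot, without normalization. They also deposited log2 ratios after LOWESS normalisation, which are centred on the median of each oligo over all samples. The values given in the Results here were computed from the intensities. The local background was corrected by limma's normexp method with an offset of 50, log2 ratios of Cy5 over Cy3 were normalised within each array by loess, and the 1531 control spots had no weight in that step. Spots with a flag value that neither the labels nor the paper's text define were taken to be of low quality and set to missing, and this is called the quality flag here. The median Cy5 signal of an array was between 214 and 246 in D (median 217), between 206 and 233 in W/D (median 217), between 197 and 208 in Wa (median 203) and between 198 and 204 in Ws (median 202). The median local background in Cy5 was between 123 and 134, so that most spots lay close to it. Between 33.6% and 46.2% of the oligos on an array had a Cy5 signal above the mean of the local background by more than 2 of its standard deviations. With 6 fish per group, the number of arrays limits the precision of each value. By the paper's methods, the D, W/D and Wa fish each came from 1 cross, and the Ws fish from randomly mated crosses made a year earlier. In D, W/D and Wa the spread between fish is therefore a spread within 1 family. A difference between families cannot be told apart from one between strains, or between Wa and Ws from one of age.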

Comparisons among these groups allowed assessment of the influence both of genotype (domesticated vs. wild, and hybrid) and developmental stage (body size and age) on mRNA levels. Following data normalisation and quality control filtering a total of 9,386 out of 43,689 oligos spotted on the array platform (21.5% of those on the array) were found to be present within the confines of this experiment. 

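An oligo was kept when its Cy5 signal was at least 300 and its spot carried no flag on all 6 arrays of at least 1 group. This held for 8683 of the 43689 oligos. Of these, 4 had no value left in a group, and the remaining 8679 oligos (19.9%) entered the tests. Among their values, 1.81% were missing because of the quality flag, over 1696 oligos. On a single array, the share of oligos with a Cy5 signal of at least 300 had a median of 26.2% in D, 26.2% in W/D, 23.5% in Wa and 23.1% in Ws. A signal of at least 300 on all 24 arrays left 4322 oligos, and disregarding the quality flag left 9211.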

Significant entity lists were generated for each group pairing and were also further filtered to examine differences greater than 2 fold to focus on mRNAs with major differences in expression. Figure 2 details the number of mRNAs found significant within each pairing, before (Figure 2a) and after (Figure 2b) filtering on fold change, and with replicate same named mRNAs entities removed. 

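The log2 ratios of the 4 groups were fitted together with limma, and each oligo was counted by itself, without merging spots of the same name. At a Benjamini-Hochberg adjusted p of at most 0.05, levels differed for 690 oligos in D relative to Wa, 634 in D relative to Ws, 121 in Wa relative to Ws, 108 in W/D relative to Wa, 272 in W/D relative to Ws and 89 in W/D relative to D. With a fold change of at least 2 as well, 311, 299, 77, 81, 179 and 65 oligos passed in these pairings, and these are the oligos referred to as called. Of the alternative settings, a filter that asks for signal on all 24 arrays moved most of these counts farthest, to 92, 97, 19, 18, 51 and 18 oligos. The counts fell by more than the number of oligos tested, which went from 8679 to 4322. The cause was not tested. Leaving out single replicates lowered the count for Wa relative to Ws to 44 without replicate 2, 44 without replicate 5 and 42 without replicate 6. The count for W/D relative to D was 36 without replicate 1 and 43 without replicate 4.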

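With an adjusted p of at most 0.01 from limma's test and a 2-fold change, 213 oligos (68.5% of those counted at 0.05) differed in D relative to Wa and 202 (67.6%) in D relative to Ws. The corresponding numbers were 37 (48.1%) for Wa relative to Ws, 39 (48.2%) for W/D relative to Wa, 89 (49.7%) for W/D relative to Ws and 27 (41.5%) for W/D relative to D. Without the fold change, between 30.3% and 39.0% of the oligos past 0.05 were also past 0.01.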

Statistical analysis using a one-way ANOVA was also performed with significance levels adjusted to *P* ≤ 0.01 for more stringent analysis (Additional file 7) which in most groups reduced the number of significant mRNAs to nearly half. 

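The moderated F test of limma over the 4 groups, the counterpart of the overall ANOVA, found 898 oligos (10.4% of those kept) at an adjusted p of at most 0.05. Counted over the 6 pairings, 1208 oligos (13.9%) passed this level in at least 1 of them. The number from the F test depended on single slides and was 473 without replicate 2 and 499 without replicate 6.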

In total, 733 or 7.8% (same named replicates removed) of all entities expressed on the array were deemed to be significantly different (ANOVA, *P* ≤ 0.05) in terms of mRNA levels among any of the different rainbow trout group pairings (Figure 2a). mRNAs with major changes were defined as those having a greater than 2-fold difference (condition 1/condition 2) in mRNA level between any of the group pairings. This focus decreased the number of mRNAs to 351 (3.7%) of all expressed entities on the array (Figure 2b) and will be referred to as the comprehensive significant entity list.

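Of the kept oligos, 595 (6.86%) differed at least 2-fold in 1 or more of the 6 pairings. The authors' Additional files 1 to 6 list 486 different spots, of which 434 were among the kept oligos.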

### Differences in mRNA levels found for W (wild-type), D (Domesticated), and W/D (wild-domesticated hybrid) rainbow trout

Figure 2b details the number of mRNAs found to differ significantly among the various comparisons of D, W/D, Wa, and Ws trout. 

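Relative to D, 3.58% of the kept oligos differed at least 2-fold from Wa and 3.45% from Ws. For 147 of the called oligos in D relative to Wa (47.3%) and 126 in D relative to Ws (42.1%), the 6 fish of one group lay entirely outside the range of the 6 fish of the other. Over all kept oligos with values for all 12 fish, called or not, this held for 3.63% relative to Wa and 3.43% relative to Ws, where random assignment of the fish gives 0.216%.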

The largest proportion of mRNAs showing significant differences were noted for D when compared to W-type trout groups (greater than 200 mRNAs), with similar numbers found with comparisons to either age-matched or size-matched wild-type groups. 

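As shares of the kept oligos, the 2-fold differences of W/D were 0.933% relative to Wa, 0.749% relative to D and 2.06% relative to Ws. The ranges of the 6 fish of both groups did not overlap for 40 oligos in W/D relative to Wa, 28 in W/D relative to D and 71 in W/D relative to Ws. Over all kept oligos with values for all 12 fish, these shares were 1.25%, 1.28% and 2.02%.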

Comparison of the W/D group relative to Wa and to D groups showed similar amounts of differential mRNA expression, whereas comparison of W/D to Ws showed higher amounts of mRNAs with different levels of expression. Some mRNAs (64) were also found to differ between the two wild-type groups (Wa and Ws).

#### Wa relative to Ws trout

Differences in liver mRNA levels were noted between Wa relative to Ws-type trout (*P* ≤ 0.05). 

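The 3 oligos with the largest differences and no overlap between fish were higher in Wa. A spot described as lipocalin precursor (C106R052) had a log2 ratio to the reference pool of 3.17 ± 0.94 (SD, n = 6) in Wa and -0.96 ± 1.32 (SD, n = 6) in Ws, a log2 fold change of 4.12 (standard error 0.67, adjusted p = 0.000743 from limma's test). The other kept spot of that description (C176R044) differed by -0.16 (adjusted p = 0.743). A pair of spots described as chondrogenesis associated lipocalin had log2 fold changes of 3.58 (C159R067, adjusted p = 0.00293) and 3.25 (C069R130, adjusted p = 0.00394). All 3 kept spots of this description were called. Descriptions exist only for spots that the paper lists as different in some pairing, so this count is no independent check. The call for C069R130 was lost without replicate 2, where the log2 fold change was 2.73. In C159R067, Wa replicate 3 lay below the other Wa fish.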

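The oligos that differed between Wa and Ws made up 12.9% of those that differed 2-fold in any pairing.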

Of the comprehensive significant entity list, 18.2% (64) differed in mRNA expression between Wa relative to Ws groups (Figure 2b). When visualized via heat maps of mRNA levels, individual mRNA expression patterns appeared consistent for all individual fish within each group but differed between the two wild-type groups (Figure 3). 

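For 33 oligos (42.9% of those called between the wild groups), the Wa fish lay all above or all below the Ws fish. Over all kept oligos with values for all 12 fish, called or not, this held for 123 oligos, where random assignment gives about 16.5. The standard error of the log2 fold change had a median of 0.28 over the called oligos and their absolute log2 fold change a median of 1.29. Within each group, the standard deviation of the log2 ratio between fish had a median over all kept oligos of 0.38 in Wa and 0.38 in Ws.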

Expression profiles within this pairing show similar levels of up or down mRNA regulation (Figure 2b). 

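Of the 77 called oligos, 44 (57.1%) were higher and 33 were lower in Wa. This split depended on the processing and on single replicates. After centring each array on its median in place of loess, 80.2% were higher in Wa, in a setting that moved the median log2 fold change of all kept oligos from 0.02 to 0.17. From the Cy5 channel alone, 68.1% were higher. The share fell to 48.0% without background correction, 49.1% without replicate 1, 47.7% without replicate 5 and 50.0% without replicate 6.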

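Before the fold change was applied, 68 oligos were higher and 53 were lower in Wa relative to Ws by limma's test. At an unadjusted p of at most 0.05, levels of 1315 oligos differed. The methods' test, with the adjusted overall p and Tukey's p both at most 0.05, gave 233 oligos from the same values.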

Note that prior to the application of a fold change ≥ 2 (Figure 2a), Wa differed quite substantially in term of mRNA levels (229 mRNAs) in comparison to Ws-type trout.

**Figure 3:**
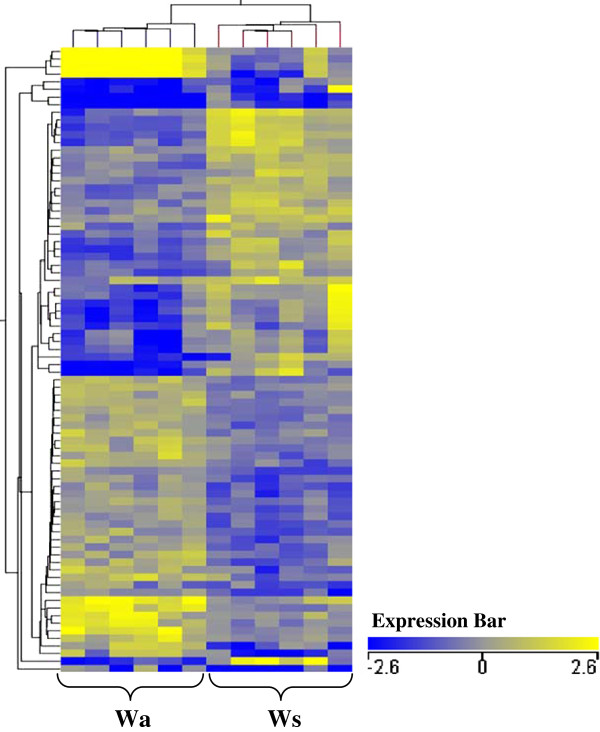
**Hierarchical clustering of mRNA expression profiles in liver tissue for age-matched and size-matched wild-type fish.** Heatmap of hierarchical clustering using Euclidian distance measurement on mRNAs with significantly different expression (*P* ≤ 0.05 and fold change ≥ 2) between Wa relative to Ws groups (individual samples). The X-axis is clustered by group (condition) and the Y-axis by normalised mRNA expression values. Hierarchical clustering of individual fish grouped the fish according to age-matched wilds (Wa) and size-matched wilds (Ws). The expression bar indicates the normalised expression level for each mRNA, which are represented by various colour intensities.

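On the oligos called between the wild groups, Euclidean distances separated the 6 Wa from the 6 Ws fish under both average and complete linkage. These oligos were chosen because they differ between Wa and Ws, so that a separation follows in part from their choice. Over all kept oligos, which were not chosen in this way, all 6 Wa fish and all 6 Ws fish were closest to the mean of the other fish of their own group.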

#### D relative to Wa and Ws trout groups

The largest proportion of differences in mRNA levels in liver was found in comparisons of D relative to either wild-type group. 

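In D relative to Wa, the 3 largest differences without overlap between fish were lower in D. They were the same lipocalin spots that separated Wa from Ws, with log2 fold changes of -6.65 (C106R052, standard error 0.67, adjusted p = 2.96e-08), -4.75 (C159R067, standard error 0.66, adjusted p = 1.21e-05) and -4.57 (C069R130, standard error 0.61, adjusted p = 7.43e-06) from limma's test. In D these spots were above the background on only 3, 3 and 1 of the 6 arrays. In D relative to Ws, the 3 largest such differences were higher in D. A pair of spots described as solute carrier family 28 member 3 had log2 fold changes of 3.75 (C216R135, standard error 0.31, adjusted p = 1.19e-09) and 3.15 (C055R039, adjusted p = 4.88e-10). In Ws they were above the background on 1 and 2 of the 6 arrays, and in C216R135 W/D replicate 4 lay below the other hybrids. A spot described as a domain of the transcription initiation factor IIF alpha subunit had a log2 fold change of 2.93 (C063R163, standard error 0.34, adjusted p = 6.55e-07).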

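In the list of all oligos that differed 2-fold in any pairing, 52.3% differed in D relative to Wa and 50.3% in D relative to Ws.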

Of the comprehensive significant entity list, 233 (66.4%) and 207 (58.9%) mRNAs differed significantly between D and Wa and Ws, respectively (Figure 2b). Venn diagram analysis of both significant entity lists showed 119 of these mRNAs were shared in comparisons of D to Wa and to Ws-type trout (Figure 4a). 

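Called in both pairings were 148 oligos, all in the same direction, and 462 were called in at least 1. Both pairings use the same D fish, which by itself makes their differences alike. In 100 simulations, the deviations of the 24 arrays from their group means were assigned at random to the groups, so that no group differed. At most 1 oligo was called in both pairings, with a median of 0. With no difference in D, these simulations cannot show how many calls a shared D difference would give. Under the alternative settings the number called in both pairings fell to 36 when signal was required on all 24 arrays and rose to 282 without the fold change.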

Figure 2a and 2b detail the proportion of up and down mRNA regulation for all significant mRNAs found between pairings of D relative to W-type trout. For D relative to Wa similar levels of up and down mRNA regulation are noted, whereas for D relative to Ws a higher proportion of mRNAs were up-regulated as opposed to down-regulated (Figure 2b). 

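In D relative to Wa, 174 oligos (55.9%) were higher and 137 lower, and in D relative to Ws 211 (70.6%) were higher and 88 lower. The first split depended on the normalisation within arrays. With median centring in place of loess, 32.4% of the oligos called in D relative to Wa were higher in D, and the median log2 fold change of all kept oligos moved from -0.02 to -0.18. In D relative to Ws, the same change left 69.4% higher.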

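Over the oligos called relative to both wild groups, the first branches of a tree of Euclidean distances had all 6 D and all 6 W/D fish on one side and all 6 Wa and all 6 Ws fish on the other, under average and complete linkage alike. These oligos were chosen for a difference between D and the wild groups, and W/D was not part of that choice. On all kept oligos and complete linkage, 1 W/D fish fell with the wild fish, and on average linkage 1 W/D fish stood alone.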

Hierarchical clustering of those mRNAs found common to both wild-type in comparisons to D produced two cluster groups, with domesticated (D) and wild/domesticated (W/D) rainbow trout groups clustering together and, age-matched (Wa) and size-matched (Ws) wild-type rainbow trout clustering together (Figure 5a). Examination of mRNA expression levels (normalised expression value and fold change, see Additional files 1 and 2) and type (up or down regulation) were found to be very similar for both wild-type groups relative to D (Figure 5a). However, the unique differences in mRNA levels found here in comparison of D relative to Wa and D relative to Ws (Figure 4a) further emphasises the difference between wild reference groups. 

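Of the 148 shared oligos, 102 (68.9%) were higher in D than in both wild groups and 46 were lower. The log2 fold changes relative to Wa and to Ws had a correlation of r = 0.947 across these oligos and of r = 0.689 across all 8679 kept oligos, which are not independent replicates. The simulations in which no group differed gave a median r of 0.503 over all kept oligos, from 0.203 to 0.678. Much of the second correlation can thus come from sharing the D group alone.

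**Figure D1:**
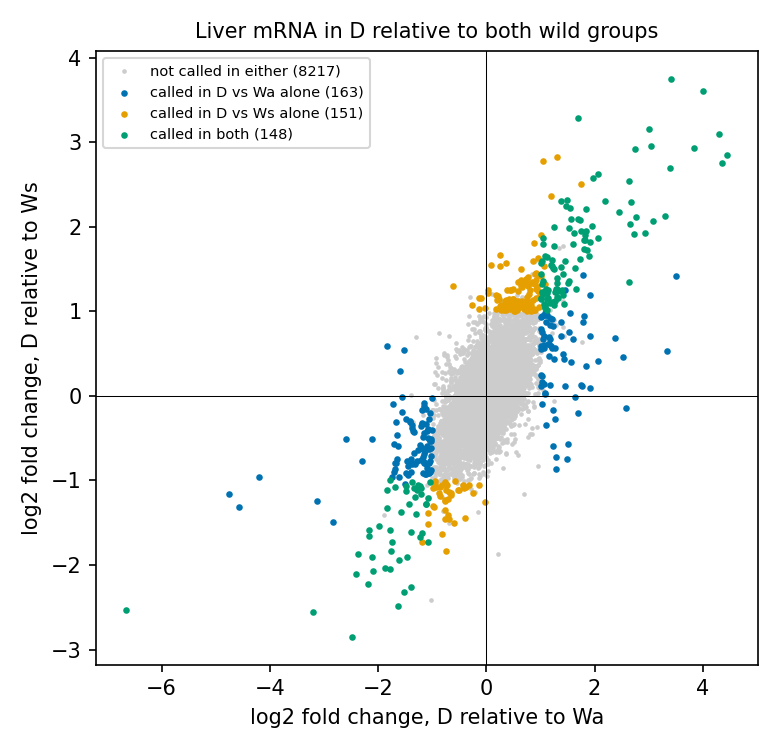
Log2 fold change of each kept oligo in D relative to Wa (x axis) and relative to Ws (y axis). The 148 oligos called in both pairings lie in the quadrants where both changes have the same sign, and the 163 and 151 called in a single pairing lie closer to the axes.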

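Called in D relative to Wa alone were 163 oligos, and in D relative to Ws alone 151. A call in one pairing and not in the other does not test the difference between the wild groups, which the direct comparison of Wa with Ws does. In that comparison, 33 of the 163 oligos (20.2%) and 8 of the 151 (5.30%) were called. In the other pairing, 19 of the 163 and 29 of the 151 passed an adjusted p of 0.05 in the same direction without the fold change. Both pairings share the 6 D fish, so the values of one are not independent of the other. The median absolute log2 fold change of the 163 oligos was 1.23 relative to Wa and 0.61 relative to Ws, and that of the 151 was 1.15 relative to Ws and 0.68 relative to Wa.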

Individual variation (n = 24) within and between groups was examined using a 3D-PCA plot (Figure 5b). All samples within each genotype were found to cluster together within the PCA plot, with some overlap seen for D and W/D hybrids as expected.

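On the first component, D had a mean score of 37.5 (13.6 to 62.3 over 6 fish), W/D of 10.1 (-25.9 to 37.3), Wa of -14.8 (-39.5 to 4.68) and Ws of -32.8 (-57.8 to -13.2), so that the ranges of neighbouring groups overlapped. On the second component, all Wa fish (-58.1 to -15.5) lay below all Ws fish (-6.17 to 36.5) and all D fish (1.07 to 40.4). By distance to the group means over all kept oligos, with each fish left out of its own mean, all 6 D and all 6 W/D fish were closest to their own group.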

**Figure 4:**
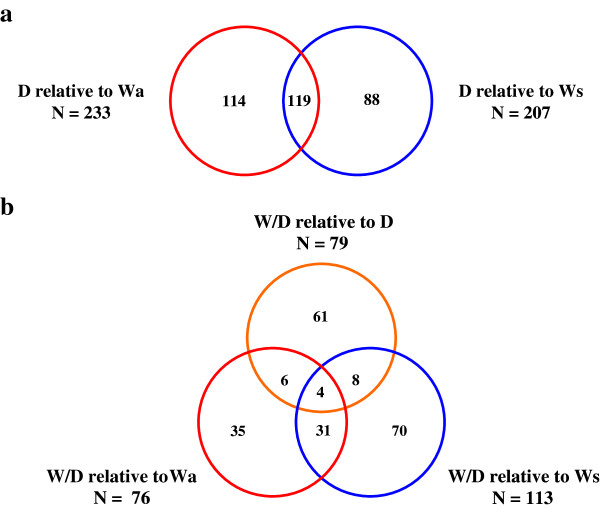
**Venn diagram comparisons of differences in mRNA levels between group pairings. a)** Venn diagram comparison of mRNAs found to differ in expression levels for D relative to Wa and D relative to Ws. The overlapping regions represent common mRNAs found in D relative to both wild-type trout. **b)** Venn diagram comparison of W/D relative to Wa, Ws and D trout. Overlapping regions represent common mRNAs found in all group pairings and between two group pairings.

**Figure 5:**
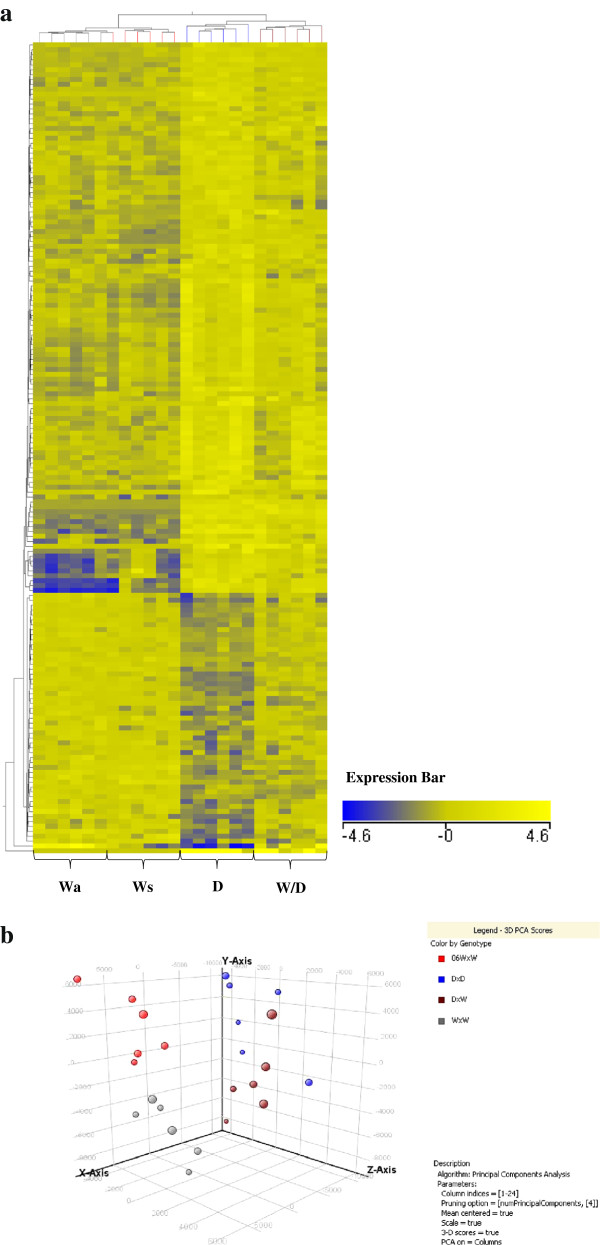
**Hierarchical clustering of mRNA expression profiles in liver tissue of all individual fish, including 3D-PCA plot. a)** hierarchical clustering using Euclidian distance measurement on all mRNAs with significantly different expression (*P* ≤ 0.05 and fold change ≥ 2, 165 mRNAs total, includes replicates) common between D relative to W groups. The X-axis is clustered by group (condition) and the Y-axis by normalised mRNA expression values. Clustering was done using all individual samples for age-matched wilds (Wa), size-matched wilds (Ws), domesticated (D) and wild-domesticated hybrid (W/D). The expression bar indicates the normalised expression level for each mRNA (intensity), which are represented by various colour intensities. **b)** 3D-PCA plot showing variation based on biological variables. Three-dimensional principal component plot with each axis explaining a certain percentage of variation among all samples (n = 24). X-axis: 12.91% Y-axis: 9.47% and Z-axis: 6.47%. Samples are coloured according to genotype assignment with age-matched wild (grey), size-matched wild (red), domesticated (blue) and wild-domesticated hybrid (reddish brown).

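On the values computed here, with each kept oligo centred and scaled, the first 3 components explained 11.8%, 8.98% and 6.67% of the variance over the 24 fish. The first share moved most with median centring in place of loess, to 20.4%.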

#### W/D hybrid relative to D and wild-type trout

W/D hybrid group were compared to Wa, Ws and D groups. 

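The oligos that differed 2-fold in W/D relative to Ws made up 30.1% of those that differed in any pairing. The largest differences without overlap between fish were the pair of solute carrier family 28 member 3 spots, with log2 fold changes of 3.60 (C216R135, standard error 0.31, adjusted p = 3.37e-09 from limma's test) and 3.16 (C055R039, standard error 0.24, adjusted p = 4.6e-10), and epoxide hydrolase 2, with 3.02 (C066R156, standard error 0.48, adjusted p = 0.000258).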

The largest degree of variation in mRNA levels was found in comparison of W/D with Ws, with 113 mRNAs (32.2%) from the comprehensive significant entity list differing in this pairing. 

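For W/D relative to Wa and to D, the same shares were 13.6% and 10.9%. Relative to Wa, the largest differences without overlap were a pair of spots described as a domain of the transcription initiation factor IIF alpha subunit, higher in W/D by log2 fold changes of 3.92 (C256R062, adjusted p = 1.2e-07) and 3.80 (C182R143, adjusted p = 4.91e-08), and the solute carrier spot C216R135 with 3.26 (adjusted p = 1.89e-08). Relative to D, they were lipocalin precursor with 4.57 (C106R052, adjusted p = 0.000212), an unnamed spot with -3.41 (C110R167, adjusted p = 0.000607), which was above the background on 2 of the 6 W/D arrays, and probable polypeptide N-acetylgalactosaminyltransferase 8 with -2.17 (C224R132, adjusted p = 2.64e-05). All adjusted p are from limma's test.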

Similar proportions of differences in mRNA levels were found in comparison of W/D relative Wa and D groups (76 or 21.6%, and 79 or 22.5%, respectively; Figure 2b). 

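Higher in W/D were 55 oligos (67.9%) and lower 26 relative to Wa, and 121 (67.6%) and 58 relative to Ws. Relative to D, 34 oligos (52.3%) were higher and 31 lower. With median centring in place of loess, 83.0% were higher relative to Ws and 82.6% relative to D. From the authors' deposited log2 ratios, 39.7% were higher relative to D, and without D replicate 6 the share was 42.0%. The filter on all 24 arrays moved the shares most, to 16.7% of the 18 called oligos relative to D and 55.6% relative to Wa.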

A greater proportion of mRNAs were up-regulated in W/D relative to W-type fish, while similar levels of up/down regulation were noted for those mRNAs significant in W/D relative to D fish (Figure 2b). 

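Called in all 3 pairings of W/D was 1 oligo. Another 2 were called relative to both Wa and D and 10 relative to both Ws and D. Over the alternative settings the number common to all 3 pairings was between 0 and 4.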

Venn diagram analysis of significant entity lists for each W/D pairing, show very few (n = 4) mRNAs to be common between all groups (Figure 4b). However, 31 mRNAs were shared between pairings of W/D to Wa and Ws-type trout (Figure 4b).

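Shared by W/D relative to Wa and relative to Ws alone were 42 oligos, each changed in the same direction in both. In a single pairing, 36 oligos were called relative to Wa, 126 relative to Ws and 52 relative to D.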

### Relationship of genotype and mRNA levels

Those mRNAs (321) found to be statistically different (*P* ≤ 0.05 and fold change ≥ 2) between D relative to W-type rainbow trout during microarray analysis were used to determine the influence of genotype (domesticated vs. wild, and hybrid) and developmental stage on mRNA regulation. 

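The list classified here held the oligos called in D relative to Wa or Ws. For each oligo, the contrasts of W/D to the wild group and of W/D to D came from limma's fit and were adjusted over the list alone. The list was chosen on the same fish, so that these classes are not independent evidence. An oligo was D-dominant when W/D differed from the wild group only, D-recessive when it differed from D only, and additive when it differed from both, or from neither while D and the wild group differed. Classes were made once with Wa and once with Ws. Both use the same contrast of W/D to D and the same W/D fish. Agreement between them therefore follows in part from how they were made.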

One-way ANOVA was perform on normalised log intensity values for D, W-type and W/D hybrid groups, to determine additive (a), D-recessive (r), or D-dominant (d) genotype effects for the 321 mRNAs (Table 1). Examples of each genotype effect are shown in Figure 6a. This list of differentially expressed mRNAs between D relative to W-type can be divided into three groups. Group A represents differentially expressed mRNAs found between D and both wild-type groups, group B represents mRNAs that differed significantly only between D relative to Wa type trout, and group C represent mRNAs that differed significantly only between D relative to Ws type trout. 

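With Wa as the wild group, 52 of the 148 oligos of group A were D-dominant (35.1%, exact 95% confidence interval 27.5% to 43.4%), 46 were additive (31.1%, 23.7% to 39.2%) and 50 were D-recessive (33.8%, 26.2% to 42.0%). With Ws, 62 were D-dominant (41.9%, 33.8% to 50.3%), 39 additive (26.3%, 19.5% to 34.2%) and 47 D-recessive (31.8%, 24.4% to 39.9%). The intervals cover counting error only, and with Wa those of the 3 classes overlap. The rule of the methods, with Tukey's test and a regression on non-log values, moved the additive share with Wa most, to 45.3%. Without replicate 1, the D-dominant share with Wa was 47.2%. Which class was largest depended on the setting.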

For group A, similar levels of additive, D-dominant and D-recessive genotype control were noted, however a tendency for increased prevalence of additive and D-recessive model can be seen (Table 1). 

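Among the 102 oligos of group A that were higher in D, 43 (42.2%) were D-dominant with Wa and 52 (51.0%) with Ws. Among the 46 that were lower in D, 9 (19.6%) and 10 (21.7%) were. Fisher's exact test, two-sided, gave p = 0.00905 with Wa and p = 0.00108 with Ws. The oligos were measured on the same fish and some are spots of the same mRNA, so they are not independent and these p values overstate the evidence. The 46 lower oligos were more often D-recessive, with 21 (45.7%) and 25 (54.3%).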

Within this group it was found that a D-dominant genetic variation was more prominent for up-regulated as opposed to down-regulated mRNAs (data not shown). Table 1 shows a large proportion of mRNAs within group A that were regulated in a D-recessive or D-dominant manner relative to domesticated fish. These results indicate a strong influence of both the wild and the domesticated genome in mRNA regulation. 

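On a scale from the mean of the wild group (0%) to the mean of D, the level of W/D over group A had a median position of 48.0% with Wa and 51.9% with Ws. Taken fish by fish, the median was between 35.0% and 64.6% with Wa and between 43.4% and 67.8% with Ws. The mean of W/D lay between the means of both parents for 135 oligos with Wa and 131 with Ws, beyond D for 6 and 6, and beyond the wild group for 7 and 11.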

High levels of concordance (84% of all mRNAs within group A), for additive, D-recessive and D-dominant effects, was found when using either Wa or Ws type trout for comparisons. This implies that for group A, mRNA regulation is most likely due to the effect of genotype and not a result of age or stage differences between D and wild fish.

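The same class with Wa and with Ws was found for 105 oligos of group A (70.9%, exact 95% confidence interval 62.9% to 78.1%). Of these, 51 were D-dominant, 33 D-recessive and 21 additive in both. The share was 80.15% without replicate 6.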

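In the direct comparison of Wa with Ws, 3 of the 148 oligos of group A (2.03%) were called by limma's test. From the same classes being found with either wild group, the paper proposes that regulation in group A follows genotype more than the age or stage of the fish. The agreement of classes found here cannot decide this, because both classifications share the W/D and D fish.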

**Table 1:** Relationship between genotype and mRNA levels

**Genotype effect**				
*Group A: Shared differences in mRNA D relative to W-type*				
	***r***	***d***	a*	***Ne***
Wa	40	26	48	1
Ws	44	32	36	0
Concordance	36	24	32	0
*Group B: Unique difference in mRNA D relative to age-matched Wilds*				
Wa	39	41	27	0
Ws	37	3	32	36
Concordance	32	3	13	0
*Group C: Unique differences in mRNA D relative to size-matched Wilds*				
Wa	11	7	37	30
Ws	10	54	20	0
Concordance	10	7	12	0

Table shows the number of mRNAs from the D relative to W-type entity list that showed additive (a), D-recessive (r) or D-dominant (d) mRNA regulation patterns relative to the domesticated parent. Included are those mRNAs that were found to differ significantly in D relative to Wa only and D relative to Ws only. Included in the table are those mRNAs that showed no effect (Ne) of genotype on mRNA regulation.

*a: additive (includes mRNAs that resemble additive effect), r: D-recessive (relative to domesticated), d: D-dominant (relative to domesticated) and Ne: no effect of genotype.

**Figure 6:**
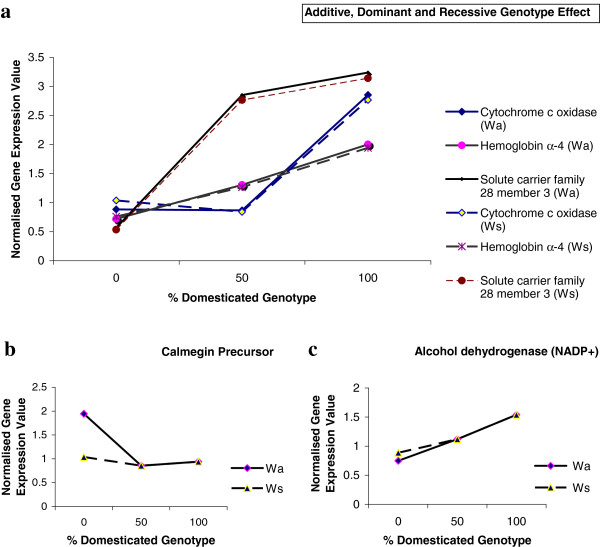
**Representative mRNAs showing the influence of domesticated genotype on normalised gene expression.** Strains are pure wild (0%), wild-domesticated hybrids (50%) and pure domesticated (100%). Expression values for both Wa (solid line) and Ws (dashed line) are shown. **a)** illustrates examples of additive (hemoglobin subunit alpha-4), D-dominant (solute carrier family 28 member 3) and D-recessive (cytochrome C oxidase subunit 4 isoform 2) genotypic effect. Data for Ws fish in 6a, (only) has been shifted (3%) for clarity. **b)** illustrates the effect of fish stage and gives an example of a mRNA that showed D-dominant (Wa) or no effect (Ws) of domestication depending on whether Wa or Ws is considered, respectively. **c)** gives an example of a mRNA that showed no significant difference of hybrid from both parental strains but when analysed using regression analysis was classified as resembling additive effect. The standard error of the mean for this data ranged from 0.004 - 0.564.

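Solute carrier family 28 member 3 (spot C055R039) had log2 ratios to the reference pool of 3.21 ± 0.36 in D, 3.22 ± 0.46 in W/D, 0.20 ± 0.43 in Wa and 0.06 ± 0.45 in Ws (SD, n = 6 each). W/D differed from D by 0.01 (standard error 0.24, adjusted p = 0.994 from limma's test) and from Wa by 3.02 (adjusted p = 1.55e-09), and the oligo was D-dominant with either wild group. It was above the background on 1 Wa and 2 Ws arrays. Cytochrome c oxidase subunit 4 isoform 2 (C044R125) was at 0.69 ± 0.63 in D, -0.78 ± 0.69 in W/D, -0.71 ± 0.39 in Wa and -0.57 ± 0.99 in Ws. W/D differed from D by -1.47 (standard error 0.36, adjusted p = 0.036), from Wa by -0.07 (adjusted p = 0.97) and from Ws by -0.21 (adjusted p = 0.83), and the oligo was D-recessive with either wild group. The call relative to D was lost with replicate 1, 2, 4 or 5 left out, at log2 fold changes of -1.30, -1.56, -1.45 and -1.25. It was also lost without D replicate 6, with plain background subtraction, with median centring, in the fish channel alone, under the methods' test and at an adjusted p of at most 0.01. Hemoglobin subunit alpha-4 (C124R064) carried a quality flag on many arrays and had values for 3 D, 4 W/D, 1 Wa and 6 Ws fish. Its log2 ratio was 0.30 ± 0.53 in D, -0.08 ± 0.26 in W/D and -0.63 ± 0.40 in Ws. The log2 fold change of D was 0.93 relative to Ws (adjusted p = 0.0505) and 0.83 relative to Wa (adjusted p = 0.304). The latter rests on 1 Wa fish, taken to vary like the other groups, and says little about a difference. The oligo was not called, so no class was given. In the fit without the filter, which also uses the values under the quality flag, the log2 fold changes were 1.11 and 1.08 and both passed.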

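Calmegin (spot C107R055) had log2 ratios of -0.49 ± 0.12 in D, -0.29 ± 0.49 in W/D, 0.68 ± 0.55 in Wa and -0.01 ± 0.61 in Ws (SD, n = 6 each). D differed from Wa by -1.18 (standard error 0.26, adjusted p = 0.00469 from limma's test) and from Ws by -0.49 (adjusted p = 0.281), and the direct difference between Wa and Ws was 0.69 (spot C107R055, adjusted p = 0.191). Adjusted over group B alone, the oligo was D-dominant with Wa and showed no effect with Ws. Over all kept oligos, W/D differed from Wa by -0.97 (adjusted p = 0.0601). Without replicate 2, the log2 fold change of D relative to Wa was -0.98, under 2-fold. Alcohol dehydrogenase (spot C088R109) carried a quality flag on arrays of every group and did not pass the filter. Its values, those under the flag included, come from the fit without the filter. In D it was saturated on 1 of 6 arrays, so that the D level and the differences are not exact. It was at 1.14 ± 0.27 in D, 0.63 ± 0.22 in W/D, 0.23 ± 0.28 in Wa and 0.42 ± 0.25 in Ws, with differences of D from Wa of 0.90 (standard error 0.21, adjusted p = 0.0113) and from Ws of 0.71 (adjusted p = 0.0615). W/D differed from D by -0.51 (adjusted p = 0.44) and from Wa by 0.40 (adjusted p = 0.71).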

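Group B held 163 oligos and group C 151. In group B, the same class with both wild groups was found for 66 oligos (40.5%, exact 95% confidence interval 32.9% to 48.4%), of which 56 were D-recessive, 5 D-dominant and 5 additive. In group C it was found for 38 (25.2%, 18.5% to 32.9%), of which 20 were D-recessive, 17 additive and 1 D-dominant.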

Table 1 shows that for groups B and C the greatest degree of concordance when analysing the effect of genotype (between Wa and Ws groups) on mRNAs abundance was seen for D-recessive regulation. A significant proportion of mRNAs within these groups were unaffected by genotype (Ne). For example, mRNAs that displayed a D-dominant response when comparing W/D to D and Wa groups, showed either no effect (Figure 6b) or were consistent with additive effects when comparing the same mRNA expression for W/D to D and Ws trout groups. These results indicate that the controlling factor for differences in these mRNAs is most likely dictated by differences in fish developmental stage or life history between domesticated and wild rainbow trout rather than by genotype. 

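No effect was found for 57 oligos of group B with Ws (35.0%, exact 95% confidence interval 27.7% to 42.8%) and 66 of group C with Wa (43.7%, 35.7% to 52.0%). With the wild group that defined each list, no oligo was without effect, which follows from how the lists were made. In group B, 52 oligos were D-dominant with Wa and 5 with Ws. In group C, 100 were D-dominant with Ws and 1 with Wa.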

Examples of additive (a), D-recessive (r) and D-dominant (d) genotype effects are shown in Figure 6a, along with illustrations of the effect of development stage on expression levels (Figure 6b) and those resembling additive (Figure 6c).

### Physiological differences in liver for Wa, Ws, D and W/D rainbow trout

In order to determine which physiological pathways differ between the domesticated and wild-type strains examined, functional pathways were assigned where possible to the comprehensive significant entity list (351 mRNAs) identified from all group comparisons. The functional pathways were categorised under 16 umbrella terms (see Additional files 1, 2, 3, 4, 5, 6). Physiological pathways which showed alterations between groups were primarily associated with the following groups: response to stimulus (including stress/immune response and oxidation-reduction), cell/tissue structure and development (including cell adhesion, muscle and cytoskeletal development), and transport (primarily in oxygen and metabolite transport).

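The categories are those of the Additional files, which give them for the listed spots only, so that no enrichment was tested. Of the spots listed for Wa relative to Ws, 75 were among the kept oligos. Of these, 16 were assigned to cell/tissue structure and development, 14 to response to stimulus, 12 to lipid metabolism and 6 to transport. Called by limma's test were 13, 8, 7 and 2 of them.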

Differences in physiological processes between Wa and Ws type trout groups were primarily in cell/tissue structure and development, response to stimulus, lipid metabolism, and transport (Figure 7a). In terms of expression profiles, it was noted that the majority of mRNAs which showed up-regulation in Wa relative to Ws trout were associated with metabolic pathways, mainly lipid metabolism, transport systems and response to stimulus (oxidation-reduction reactions). 

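Of the 75 spots, 42 were higher in Wa. These included 11 of the 12 spots of lipid metabolism, 8 of the 14 of response to stimulus and 5 of the 6 of transport.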

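Among the 33 spots that were lower in Wa, 11 belonged to cell/tissue structure and development and 6 to response to stimulus.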

Down-regulated mRNAs within this pairing related mostly to cell/tissue structure and development (skeletal muscle development) and response to stimulus (Figure 7a).

**Figure 7:**
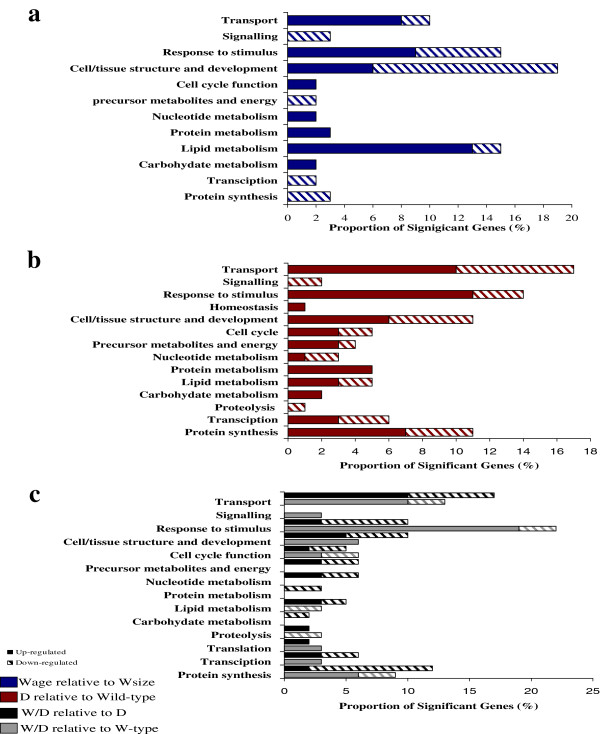
**Physiological pathways found significant in pairings of Wild-type (W), domesticated (D) and wild-domesticated hybrid (W/D) populations. a)** the physiological pathways up- or down-regulated in Wa relative to Ws (64 mRNAs total). **b)** the physiological pathways up- or down-regulated D relative to both W-type fish (119 mRNAs total). **c)** physiological pathways up- or down-regulated in W/D relative to W-types (only common, 31 mRNAs) and D (79 mRNAs total) groups.

The main physiological pathways which differed between D to W-type groups were found in transport, response to stimulus, cell/tissue structure and development, metabolism (combined metabolic pathways) and protein synthesis (in Figure 7b only mRNAs commonly affected in Wa and Ws are shown). 

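Of the spots that the Additional files list for D relative to both Wa and Ws, 142 were among the kept oligos and 117 were called relative to both. Transport had 27 spots (21 called), response to stimulus 22 (19 called), protein folding 15 (14 called), cell/tissue structure and development 13 (10 called) and protein synthesis 8 (5 called). The 4 metabolic categories together had 17 spots (14 called), with 6 each in lipid and in protein metabolism, 3 in nucleotide and 2 in carbohydrate metabolism.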

Of the mRNAs within this group, 15% had unknown functions and therefore could not be assigned to any physiological pathway group. For mRNAs which demonstrated unique differences in mRNA levels in D relative to Wa or D relative to Ws, the proportion of mRNAs and types of physiological pathways were similar for both groups, but the specific mRNAs and mRNA expression profiles (up/down regulation) differed (see Additional file 8). Some physiological pathways which differed in D relative to Wa, but not Ws, were homeostasis, protein metabolism, translation and apoptosis.

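Over the whole lists of Additional files 1 and 2, the kept oligos for D relative to Wa included 2 spots of homeostasis, 12 of protein metabolism, 2 of translation and 0 of apoptosis. Those for D relative to Ws included 1, 6, 1 and 3. Spots listed in both pairings are counted in each, and of these 1 belonged to homeostasis, 6 to protein metabolism and 1 to translation. The paper's contrast is of differences unique to a pairing. In homeostasis, protein metabolism and translation, every kept spot listed relative to Ws was listed relative to Wa as well. All 6 spots of protein metabolism were higher in D relative to Ws, and 8 of the 12 were relative to Wa.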

Figure 7c details the physiological pathways which differed between W/D hybrid relative to W-type and D-type trout (only shared mRNAs are shown for both W-types). Although few mRNAs were shared between W-type trout and D when either was compared to W/D (Figure 4b), some similarities were noted in the types of altered physiological pathways. While a large proportion of mRNAs within these pairings were unknowns, the main pathways identified were transport, response to stimulus, cell/tissue structure and development and protein synthesis. 

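Of the spots listed for W/D relative to both wild groups, 50 were among the kept oligos, with 11 in transport, 10 in response to stimulus, 4 in cell/tissue structure and development, 4 in transcription, 3 in translation and 2 in protein synthesis. Neither spot of protein synthesis was called relative to both. Of the 84 kept spots listed for W/D relative to D, 19 belonged to response to stimulus, 13 to cell/tissue structure and development, 8 to transport and 4 to protein synthesis. Of the 19, 7 were higher and 12 lower in W/D.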

Difference in physiological pathways for W/D relative to D, in relation to W/D relative to W-type, were in signalling, generation of precursor metabolites and energy, nucleotide, protein and carbohydrate metabolism. Figure 4b details the number of mRNAs that differ in expression levels for W/D relative to Wa only and Ws only.

## Discussion

To assess the genetic and physiological transformations that occur as part of the domestication process, the present study measured differences in mRNA levels between slow-growing wild and fast-growing domesticated strains of rainbow trout, and analyzed the influence of combining domesticated and wild genomes in F_1_ wild-domesticated hybrid progeny. This research also assessed the effect of comparing mRNA levels of domesticated and hybrid genotypes to two different wild-type control groups that were either size-matched or age-matched to the domesticated genotype.

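Without a fold change, 7.95% of the kept oligos differed in D relative to Wa and 7.31% in D relative to Ws, at an adjusted p of at most 0.05 from limma's test. Counted together, 1042 oligos (12.0%) differed from at least 1 wild group.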

Substantial significant differences in mRNA expression were found for fast-growing domesticated rainbow trout relative to the slow-growing wild trout, with 5.4% of all detected mRNAs differentially expressed between these genotypes. Further, significant differences were also observed for both of these parental strains relative to their wild-domesticated hybrid F_1_ progeny, although to a lesser extent than between parental groups. 

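In W/D, 3.13% of the kept oligos differed relative to Ws, 1.24% relative to Wa and 1.02% relative to D by the same test without a fold change. The methods' test gave more for the smaller of these, 2.63% relative to Wa and 2.51% relative to D.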

Among all detected mRNAs, hybrids possessed 3.3% and 2.7% of mRNAs with different expression levels relative to size-matched and age-matched wild trout (respectively), and 2.9% of mRNAs differed when compared to domesticated trout. The lowest proportion of differentially expressed mRNAs was noted in comparison of age-matched and size-matched wild rainbow trout, with 2.4% of all detected mRNAs differing in this pairing. 

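The share of kept oligos that differed between Wa and Ws without a fold change was 1.39% by limma's test and 2.68% by the methods' test.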

A related study comparing wild rainbow trout and a domesticated strain (different from the strain used in the present study) found similar results, where 6% of all detected mRNA differed in liver tissue [34]. Previous work on brook charr found 4.16% of all detected liver mRNAs differed between domesticated and wild populations at the juvenile stage [39]. Studies with Atlantic salmon whole fry found that 1.4 -1.6% of all detected mRNAs differed in hybrid progeny with respect to their parental populations [37], whereas 6.4% of all detected mRNAs differed in second generation farmed wild backcross relative to wilds [17]. Similar results for hybrid relative to parental populations were observed in a study of normal and dwarf lake whitefish [41]. Slight differences among these data sets likely arise by differences in experimental design (microarray platform, specific tissues vs. whole fry, developmental stages assessed) and variation due to the salmon species under investigation.

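Without a fold change, 334 oligos were higher and 356 lower in D relative to Wa, and 393 were higher and 241 lower relative to Ws.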

Similar proportions of mRNAs are up- vs. down-regulated in domesticated fish relative to their wild counterparts (a slightly higher proportion of up-regulation was seen in the comparison with Ws as opposed to Wa trout). These results are different from the findings of Tymchuk et al. [34] who found a higher representation of down-regulated mRNAs in the liver tissue of domesticated relative to size-matched wild rainbow trout. In the present study, many of the same mRNAs were found to be concordantly regulated in domesticated trout relative both to age-matched and size-matched wild trout. A concordant response is consistent with differences between slow-growing wild and fast-growing domesticated strains being changes that are stable across developmental stages and rearing conditions, and thus may be critical changes that have arisen during the domestication process. It is important to consider that although the domesticated strain used in this study has undergone selection for enhanced growth performance and shows vastly different growth rates to their wild counter parts, not all genetic differences between the strains will have arisen from domestication selection and not all will be related to growth. Other unintentional differences in behaviour, morphology and physiology likely have also arisen and could account for some of the genetic differences noted here. Between wild-domesticated hybrids and parental groups, proportionally more mRNAs were up-regulated relative to age- and size-matched wild trout, whereas similar levels of up and down mRNA regulation were observed relative to domesticated trout.

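Without a fold change, 73 oligos were higher and 35 lower in W/D relative to Wa, and 183 were higher and 89 lower relative to Ws. Relative to D, 50 were higher and 39 lower.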

The analysis of hybrid progeny in conjunction with the pure domesticated and wild parental strains allowed examination of the influence of genotype on mRNA regulation. Specifically, co-dominant expression is occurring if the level of mRNA product in the hybrid is intermediate between the parental strains, D-dominant expression if levels resemble the domesticated strain (equivalent to W-recessive with respect to the wild strain), D-recessive if levels resemble the wild-type strain (equivalent to W-dominant with respect to the wild strain), and over- or under-dominant if levels are respectively greater or lower than all the strains. For those mRNAs that showed concordant responses between domesticated and both wild-type groups (Wa and Ws), hybrid inheritance patterns showed similar levels of additive, D-dominant and D-recessive control. However, a slightly higher proportion of additive and D-recessive modes of regulation can be seen. These findings are concordant with a previous study examining mRNA abundance differences between wild and domesticated strains of Atlantic salmon from two environments [35]. The large proportion of mRNAs showing recessive and dominant genotype regulation suggests specific genetic influences of both the wild and domesticated genome in mRNA regulation in hybrids. The prevalence of dominant and non-additive responses reveals that introgression between domesticated and wild populations considerably alters the genetic control of mRNA levels from that evolved in wild individuals, and therefore may disrupt gene regulatory systems important for developing phenotypes for optimal fitness in nature. In contrast to the responses seen for mRNA levels, previous research examining the influence of genotype on selected traits such as growth and behaviour found mainly additive regulation [5-8,25]. In such cases where F_2_ progeny have been examined, it is anticipated that the backcrossing of F_1_ hybrid genome combination to wild-type would further disrupt mRNA regulatory systems via outbreeding depression. In contrast, numerous studies examining the influence of genotype on mRNA levels have found mainly non-additive, dominant or transgressive modes of regulation [17,36,40,41]. If we consider that the expression of a particular phenotypic trait such as growth rate or maturity are a result of complex networks of genes working in unison, as opposed to a single gene, it is possible that non-additive genotype effects noted in gene regulation responses are masked when gene complexes are formed to give rise to the visible phenotype [32]. Based on the combined results of the current and many previous studies, we agree with the conclusion of Normandeau et al. [36] and Roberge et al. [17] that the consequences of hybridization on both mRNA regulation and phenotype expression are highly dependent on the specific genetic architecture of the crossed populations and therefore, highly unpredictable. The number of fish per genotype (n = 6) used in the present analysis of genotype effects on mRNAs regulation may have generated levels of variance that would prevent identification of differences among the groups for specific genes, and as such, actual differences may be somewhat greater. It is also possible that some of the effects seen may be a result of strain variation within each group which could generate non-homogeneity of genotype among the W/D hybrid fish selected, despite each showing intermediate growth rate and body size relative to the parental strains. Although the issue of within and between genotype variation was examined as part of this study and, little variation between individuals was noted, further study including analysis of additional individuals and strains would be beneficial.

To assess whether specific biological pathways were being influenced, functional assignments for differentially regulated mRNAs were determined for each of the genotypes. Differences between domesticated and wild rainbow trout showed a high representation of mRNAs involved in transport, metabolism, response to stimulus, cell/tissue structure and development, protein synthesis and transcription. The majority of mRNAs involved in these processes had higher mRNA levels in domesticated trout. 

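Of the 142 kept spots listed for D relative to both wild groups, 96 were higher and 46 lower in D. Higher were 17 of the 27 spots of transport, 16 of the 22 of response to stimulus, 6 of the 13 of cell/tissue structure and development, 5 of the 8 of protein synthesis and 6 of the 8 of transcription.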

Examination of alteration in fish physiology for domesticated and growth hormone (GH) transgenic coho [38] and domesticated rainbow trout [34] observed similar changes in stress and immune response, cell and tissue structure, energy production and protein synthesis physiological pathways. Comparable results for alterations in fish physiology have also been seen for brook charr [39] and Atlantic salmon [17,37]. The combination of these results suggests that similar biological pathways are altered in multiple species of domesticated fish, as well as GH transgenic fish, in order to support faster rates of growth, and that these changes may be both causal of or responsive to the underlying genetic variation that has led to altered phenotypes in fast-growing strains [34].

Specifically, in terms of metabolism, energy acquisition and utilisation, mRNAs displaying the highest level of fold change between domesticated and wild strains were Apo-A1-2 precursor, ELOVL FA elongase 6, FAA and protein canopy homolog 2 precursor, NADH-ubiquinonereductase chain 2, cytochrome C and COX IV-2, with under expression of ACBP. 

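Values are given for the first spot listed under each name, as log2 fold changes in D from limma's test. Apolipoprotein A-I-2 precursor (C205R096) was at a log2 ratio of 1.89 ± 0.54 in D, 0.05 ± 0.26 in Wa and -0.06 ± 0.38 in Ws (SD, n = 6 each), which is 1.84 relative to Wa (standard error 0.25, adjusted p = 7.85e-06) and 1.95 relative to Ws (adjusted p = 4.38e-06). Elongation of very long chain fatty acids protein 6 (C193R045) differed by 1.84 (standard error 0.40, adjusted p = 0.00352) and 2.21 (adjusted p = 0.00105). Acyl-CoA-binding protein (C209R038) was lower in D, at -3.77 ± 0.21 against -1.29 ± 0.56 in Wa and -0.92 ± 1.15 in Ws, with log2 fold changes of -2.48 (standard error 0.36, adjusted p = 2.02e-05) and -2.85 (adjusted p = 3.45e-06). Every D fish lay outside the range of both wild groups for apolipoprotein A-I-2, the elongase and acyl-CoA-binding protein. Protein canopy homolog 2 precursor (C178R018) differed by 1.30 relative to Wa (adjusted p = 0.0116) and 1.17 relative to Ws (adjusted p = 0.0238). Its calls did not hold without replicate 5, at 1.20 and 1.10, and the call relative to Ws also not without replicate 1, at 0.86, and without background correction. Neither held at an adjusted p of at most 0.01. Wa replicate 3 lay apart from the other Wa fish, near 0. Fumarylacetoacetase (C193R129) differed by 1.38 relative to Wa (standard error 0.29, adjusted p = 0.00248) and 0.87 relative to Ws (adjusted p = 0.0599), and passed relative to Ws without replicate 3, at 1.21. Cytochrome c (C010R151) differed by 1.64 relative to Ws (adjusted p = 0.00381) and 1.12 relative to Wa (adjusted p = 0.0467). The call relative to Wa was lost with any 1 of the 6 replicates left out, at log2 fold changes between 0.98 and 1.24, without D replicate 6, with plain background subtraction, median centring, no filter, the fish channel alone and the methods' test, and at an adjusted p of at most 0.01. Cytochrome c oxidase subunit 4 isoform 2 differed by 1.40 relative to Wa (adjusted p = 0.0135) and 1.26 relative to Ws (adjusted p = 0.0268). These calls were lost without replicate 2, at 1.32 and 1.24, and without replicate 4, at 1.25 and 1.13. The call relative to Ws was lost as well without replicate 1, at 0.92, and without replicate 6, at 1.31. Both were lost in the fish channel alone, under the methods' test and at an adjusted p of at most 0.01. NADH-ubiquinone oxidoreductase chain 2 (C205R127) differed by 0.78 relative to Wa (standard error 0.24, adjusted p = 0.041), under 2-fold, and by 0.48 relative to Ws (adjusted p = 0.235). Without replicate 1, in which the D fish lay apart from the others, it was 1.05 relative to Wa. The brightest spot of the same name differed by 1.09 and 1.04 and passed in both pairings.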

The elevated levels of many mRNAs involved in lipid metabolism may reflect the greater demand in domesticated fish for growth-related resources necessary to support increased growth performance [1,40]. Additionally, many mRNAs associated with protein synthesis were over-expressed in domesticated trout. 

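Among the kept spots listed for D relative to both wild groups, 5 of the 8 assigned to protein synthesis, all 15 assigned to protein folding and both assigned to protein biosynthetic process were higher in D.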

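In D, 40S ribosomal protein S5 (C196R002) was at a log2 ratio of 2.49 ± 0.70 (SD, n = 6), with a log2 fold change of 2.66 relative to Wa (standard error 0.42, adjusted p = 9.53e-05 from limma's test) and 2.03 relative to Ws (standard error 0.44, adjusted p = 0.00397). It was above the background on 2 of 6 Wa arrays, and without replicate 2 the call relative to Ws was lost, at 1.51. 40S ribosomal protein S21 (C057R085) differed by 1.41 (standard error 0.19, adjusted p = 9.98e-06) and 1.19 (adjusted p = 0.000177), with every D fish above all wild fish. From the Cy5 channel alone its changes were 0.97 and 0.91, under 2-fold. D replicate 4 and Ws replicate 5 lay apart from their groups, at 0.85 and 0.77. Superoxide dismutase [Cu-Zn] (C241R008) differed by 1.81 relative to Wa (standard error 0.28, adjusted p = 7.87e-05) and 1.74 relative to Ws (adjusted p = 0.000177), and all 14 kept spots of this name were higher in D and called in both pairings. Only spots that the paper lists as different in some pairing have a name, so this count is no independent check.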

Protein synthesis plays a strong role in fish growth through mediation of many growth related pathways [1,49]. mRNAs which displayed the highest level of over-expression were 40S ribosomal proteins (S5 and S21) and superoxide dismutase. Although superoxide dismutase has been linked to other roles which include antioxidant defence, it is included within this group for its role in protein biosynthetic process and growth regulation. Given that the liver tissue is highly involved in protein turnover, amino acid metabolism and lipid metabolism for its role in protein biosynethic during periods of accelerated growth the elevation of mRNAs within these pathways for the domesticated population was not unexpected.

During this study many mRNAs associated with oxygen and macromolecule transport were found to be expressed at a high level in domesticated relative to wild trout. mRNAs involved in these pathways may show increased levels due to the higher metabolic rate of the domesticated trout, required for increased growth and nutritional absorption. Notable with respect to transport, mRNAs involved in ion transport were found to be down-regulated in domesticated fish. mRNAs which displayed the highest level of over-expression were, solute carrier family 28 member 3, hemoglobin subunits beta (β and β-1,-2) and alpha (α and α-4) and vitellogin-3 precursor. 

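The hemoglobin, vitellogenin and solute carrier spots differed in how well they were measured. Solute carrier family 28 member 3 (C055R039) was higher in every D fish than in every Wa fish, by a log2 fold change of 3.01 (standard error 0.24, adjusted p = 6.35e-10 from limma's test). Hemoglobin subunit beta-1 (C244R016) was higher in D by 1.57 relative to Wa (standard error 0.38, adjusted p = 0.0107) and 2.09 relative to Ws (standard error 0.36, adjusted p = 0.000478), with 4 Wa and 5 Ws fish measured, and all 6 kept spots of this name were called in both pairings. The call of C244R016 relative to Wa was lost without replicate 4, at 1.46, in the fish channel alone and at an adjusted p of at most 0.01. Beta-2 (C205R034) was higher by 1.01 (standard error 0.27, adjusted p = 0.0204) and 1.44 (adjusted p = 0.00125). Its call relative to Wa was lost without replicate 1, 2, 3 or 4, at 0.91, 0.88, 0.84 and 1.01, with median centring, in the fish channel alone and at an adjusted p of at most 0.01. The first listed spots of hemoglobin subunits beta and alpha and of vitellogenin-3 did not pass the filter, and their values, those under the quality flag included, come from the fit without it. Subunit beta (C124R053), with D saturated on 3 of 6 arrays, was higher by 1.85 relative to Wa (standard error 0.25, adjusted p = 2.75e-06) and 1.64 relative to Ws (adjusted p = 3.31e-05). Of the 10 kept spots named hemoglobin subunit beta, all were higher in D in both pairings, and 2 were called relative to Wa and 7 relative to Ws. Since only spots that the paper lists as different have a name, the counts for beta and beta-1 are no independent check. Subunit alpha (C030R018) was higher by 1.73 (standard error 0.26, adjusted p = 2.94e-05) and 1.23 (adjusted p = 0.00498), and from the Cy5 channel alone by 0.97 and 0.67, under 2-fold. The result relative to Ws also did not pass with plain background subtraction or from the deposited log2 ratios. Vitellogenin-3 precursor (C042R127) was higher by 2.32 (standard error 0.44, adjusted p = 0.00134) and 2.21 (adjusted p = 0.00253). Its log2 ratio had a standard deviation of 1.51 between the 6 D fish, and it was above the background on 2 Wa and 2 Ws arrays. From the authors' deposited log2 ratios it differed by 1.78 and 1.80 and did not pass in either pairing.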

Similar results of increased expression of hemoglobin beta and alpha subunits in liver tissue were reported by Rise et al. [50] for examination of GH transgenic coho expression. Tymchuk et al. [34] observed different results to those described above, with increased expression of hemoglobin found only in the brain tissue of domesticated rainbow trout. Differences seen between studies maybe due to, strain selection, variance in fish growth rate, or, perhaps to differences in the vascular circulatory systems in the liver tissue.

Results of differential mRNAs expression in liver tissue showed over-expression in domesticated trout of many mRNAs involved in the activation and regulation of the complement pathway and innate immunity. 

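The first listed spot of lectin precursor (C222R099) did not pass the filter. On 4 of the 6 D arrays it was saturated, in D replicate 2 it was at a log2 ratio of 0.03, and it was above the background on 0 of 6 Wa arrays and 1 of 6 Ws arrays. In the Cy5 channel alone, the level in D was at least 186-fold that in Wa, with the D mean, saturated spots at their value, set against the higher of the array's lowest signal above background and the spot's own signal in Wa. This bound holds on the scale of that channel only. The ratios to the reference pool gave a smaller log2 fold change of 6.50 (standard error 0.88, adjusted p = 3.16e-06 from limma's fit without the filter), and 6.04 to 7.78 with single replicates left out. With D saturated and Wa at the background, these fold changes are not exact. Complement C3-1 (C138R093) was at -2.27 ± 0.75 in Wa, -0.21 ± 0.60 in Ws and 0.26 ± 0.54 in D (SD, n = 6 each). D was higher by 2.53 relative to Wa (standard error 0.34, adjusted p = 6.18e-06) and by 0.47 relative to Ws (adjusted p = 0.445), and Wa was below Ws by a log2 fold change of -2.06 (adjusted p = 0.000776). The brightest of the 3 spots of this name was called relative to Ws as well, at 1.93. In C138R093, Wa replicate 3 lay above the other Wa fish, at -0.80. Fucolectin-6 precursor (C220R118) was higher in D by 2.68 (standard error 0.26, adjusted p = 1.68e-08) and 2.29 (adjusted p = 5.18e-07), with every D fish above all wild fish. Complement factor B precursor (C038R084) was higher by 1.23 relative to Wa (standard error 0.22, adjusted p = 0.000545) and by 0.82 relative to Ws (adjusted p = 0.0199), under 2-fold. C-type lectin domain family 4 member M (C261R030) was higher by 1.27 (standard error 0.29, adjusted p = 0.00633) and 1.13 (adjusted p = 0.0158), and relative to Ws the call was lost without replicate 2, at 0.99, and without replicate 3, at 0.94, without background correction and at an adjusted p of at most 0.01. Wa replicate 5 lay apart from its group, at 0.78. Ig mu chain C region membrane-bound form (C237R012) was lower in D by -2.18 (standard error 0.37, adjusted p = 0.000208) and -1.66 (adjusted p = 0.00443). In D it was above the background on 3 of 6 arrays, and D replicate 5 lay apart at 0.27.

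**Figure D2:**
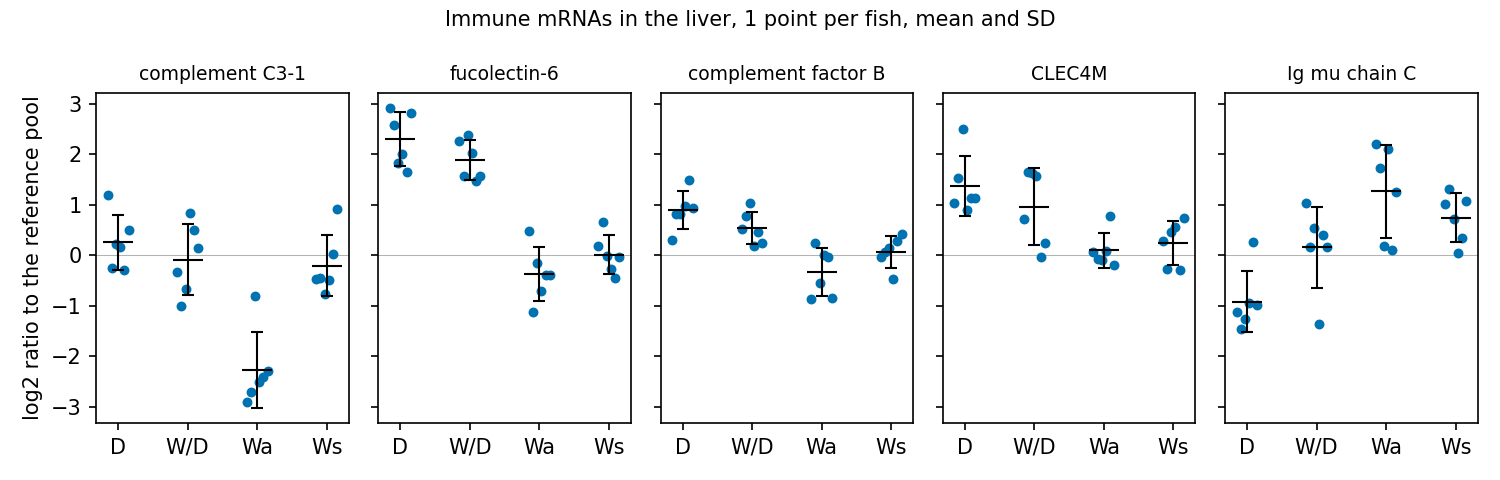
Log2 ratio to the reference pool (y axis) of 5 immune mRNAs in each fish of D, W/D, Wa and Ws, 6 fish per group, with the mean and SD as bars. Fucolectin-6 lies higher in all D fish than in all wild fish, and complement C3-1 lies lowest in Wa.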

Increased expression in domesticated trout was noted for lectin precursor, Complement C3-1, Fucolectin 6 precursor, Complement factor b precursor, C-type lectin domain family 4 member m and decreased expression of primary defence mechanisms exemplified by Ig mu chain C region membrane bound form. These results are contradictory to the findings of Tymchuk et al. [34] who described down-regulation of many mRNAs involved in the stress and immune system, and attributed this fact to tradeoffs incurred by domesticated trout in order to sustain increased growth rates. Debes et al. [35] also noted down-regulation of some immune related mRNAs in domesticated Atlantic salmon. However, up-regulation of CD59 and MHC class II combined with higher levels of lysozyme C transcript was also noted, and is different from the findings of Tymchuk et al. [34]. It was suggested that elevated levels of these mRNAs may relate to domesticated fish displaying a higher resistance towards vibriosis, a common bacterial disease in aquaculture relative to wild populations [51]. It is possible that increased expression of mRNAs involved in the complement pathway may be explained by an increased host defence system in domesticated rainbow trout, an acute phase response prior to sampling, or alternative uses for these mRNAs in regulatory pathways in domesticated trout.

An objective of this study was to investigate changes in mRNA levels in domesticated trout using different wild-type comparators. Whenever two strains with different growth rates (e.g. wild and domesticated) are being compared, they will, at a specific age, naturally have different body sizes if provided with satiating levels of food. Since body size is linked to developmental stage in many fishes, differences in mRNA levels are anticipated between such groups simply due to the fish being developmentally distinct, rather than due directly to genetic differences causal of the domestication phenotype. To date, studies investigating the effect of wild reference group selection have focused mainly on wild populations from different geographical location [36,37], population groups [40], life stages [39,45,52] and environmental treatment [35]. Bougas et al. [40] clearly demonstrated the influence of wild population selection on changes in mRNA expression by assessing two wild populations from different river systems. Further studies by Debes et al. [35] illustrated the effect of wild rearing environment on differential mRNA expression when either wild population was paired to domesticated populations. The present study aimed to extend previous experiments by our group and others by examining differences that occur within a specific strain reared in the same environment, with one wild group a year older than the other. Domesticated populations were matched to wild-type fish of either the same age or the same size (year older) in order to distinguish alterations in mRNA expression that have arisen due to differences in fish developmental stage rather than due to domestication.

Significant differences in mRNA expression were noted for age-matched relative to size-matched wild-type trout, with 0.68% of all detected mRNAs differing greater than 2-fold (2.4% for all differentially detected mRNAs). 

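Of the kept oligos, 0.887% differed at least 2-fold between Wa and Ws at an adjusted p of at most 0.05 from limma's test.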

When domesticated trout were compared to wild-type trout groups, unique differences in mRNA levels were noted. This comparison reveals how developmental stage and/or age, can alone cause differential mRNA levels, independent of effects arising from domestication. Further confirmation of these findings was found upon analysis of the effect of genotype on mRNA regulation comparing parental to hybrid groups. Unique mRNA expression patterns were observed between domesticated and either age-matched or size-matched wild-type trout, consistent with a clear effect of fish development stage on mRNA levels. The biological pathways influenced by these mRNAs in both groups of wild-type trout also differed, primarily with respect to transport, response to stimulus, and, most strongly, cell/tissue structure and development, and lipid metabolism. The manner in which wilds differed in terms of physiology strongly supports the case of difference due to age, development, and life history. These results suggest that caution should be applied in interpreting data where only one control group (age- or size-matched) is selected in experiments comparing fish with different growth rates.

## Conclusion

The present study has shown that considerable differences in genetics and physiology are associated with strains of domesticated and wild-type rainbow trout. Assessment of genotype effects demonstrated mainly additive and D-recessive mRNA regulation in hybrid progeny. To better understand the consequences of hybridization (and effects on phenotype and risks of introgression of domesticated strains into native populations), further study would be beneficial, including assessing additional strains and species, allelic variation among individuals within strains, and second generation hybrid crosses to identify specific quantitative trait loci influencing morphology, physiology (e.g. growth), and mRNA levels (eQTL analysis). The mRNAs within the D-recessive class may be of particular interest in this regard as we predict that these genomic blocks may show highly significant eQTL associations with growth. The present study revealed the importance of assessing the effect of developmental stage on differential mRNA levels between fast-growing domesticated and slow-growing wild-type groups. 

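The called oligos had a median absolute log2 fold change of 1.37 in D relative to Wa and 1.28 in D relative to Ws. With each replicate left out in turn, the number called was between 255 and 320 relative to Wa and between 264 and 319 relative to Ws, so that the ranges overlap. With all fish, 311 and 299 were called. Fewer were called relative to Wa than to Ws without replicate 1 (290 against 319), 2 (255 against 277) or 3 (295 against 314). The same held without replicate 5 (297 against 305) or 6 (262 against 300), and only without replicate 4 were there more (320 against 264).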

Differences in mRNA levels (from that seen in domesticated trout) were more prominent for age-matched as opposed to size-matched wild-type controls, suggesting that matching groups by size (e.g. developmental stage) may provide more biologically meaningful data indicative of genetic differences between strains.

### Availability of supporting data

The data set supporting the results of this article is available in Gene Expression Omnibus (GEO) repository [GEO; http://www.ncbi.nlm.nih.gov/geo/] with GEO platform accession number [GSE45151].

## Competing interests

The authors declare that they have no competing interest.

## Authors’ contributions

SLW wrote the manuscript and performed all bioinformatics and statistical analysis. DS produced the British Columbia family crosses and conducted all microarray hybridizations. RHD, RGD and SLW were involved in the design of the study and data interpretation. All authors read and commented on the manuscript.

## Supplementary Material

Additional file 1 **Significant mRNA entity list (including replicate mRNAs) of domesticated relative to age-matched wild-type rainbow trout (*P-*value of** ≤ **0.05 and fold change of** ≥ **2).** Click here for file

Additional file 2 **Significant mRNA entity list (including replicate mRNAs) of domesticated relative to size-matched wild-type rainbow trout (*P*-value of** ≤ **0.05 and fold change of** ≥ **2).** Click here for file

Additional file 3 **Significant mRNA entity list (including replicate mRNAs) of wild-domesticated relative to domesticated rainbow trout (*P*-value of** ≤ **0.05 and fold change of** ≥ **2).** Click here for file

Additional file 4 **Significant mRNA entity list (including replicate mRNAs) of wild-domesticated relative to age-matched wild-type rainbow trout (*P*-value of** ≤ **0.05 and fold change of** ≥ **2).** Click here for file

Additional file 5 **Significant mRNA entity list (including replicate mRNAs) of wild-domesticated relative to size-matched wild-type rainbow trout (*P*-value of** ≤ **0.05 and fold change of** ≥ **2).** Click here for file

Additional file 6 **Significant mRNA entity list (including replicate mRNAs) of age-matched wild relative to size-matched wild-type rainbow trout (*P*-value of** ≤ **0.05 and fold change of** ≥ **2).** Click here for file

Additional file 7: Figure S1 Significant differences found in mRNA levels between group pairings as determine by ANOVA *P* ≤ 0.01 with fold change of ≥ 2. Bar chart shows the amount of up-regulated and down-regulated mRNAs found in each group pairing of fast-growing domesticated (D), slow-growing age-matched wild (Wa), slow-growing size-matched wild (Ws), and first generation hybrid cross (W/D) rainbow trout. Click here for file

Additional file 8: Figure S2 Physiological pathways found significant in pairings of domesticated (D) and wild-domesticated (W/D) relative to either age- (Wa) or size-matched (Ws) trout populations. S2a.) the physiological pathways up- or down-regulated, unique to D relative to Wa (blue) or Ws (red). S2b.) the physiological pathways up- or down-regulated in W/D relative to Wa (blue), Ws (red) and D (grey) populations. Click here for file

## References

[B1] BlierPUPelletierDDutilJDDoes aerobic capacity set a limit on fish growth rate?Rev Fish Sci1997532334010.1080/10641269709388604

[B2] WeilerUClausRSchnoebeleen-CombesSLouveauIInfluence of age and genotype on endocrine parameters and growth performance: a comparative study in Wild boars, Meishan and Large White boarsLivest Prod Sci199854213110.1016/S0301-6226(97)00165-6

[B3] DiamondJEvolution, consequences and future of plant and animal domesticationNature200241870070710.1038/nature0101912167878

[B4] MyersJMHershbergerWKSaxtonAMIwamotoRNEstimates of genetic and phenotypic parameters for length and weight of marine net-pen reared coho salmon (Oncorhynchus kisutch Walbaum)Aquacult Res20013227728510.1046/j.1365-2109.2001.00556.x

[B5] TymchukWEDevlinRHGrowth differences among first and second generation hybrids of domesticated and wild rainbow trout (Oncorhynchus mykiss)Aquaculture200524529530010.1016/j.aquaculture.2004.11.007

[B6] TymchukWEBiagiCWithlerRDevlinRHGrowth and behavioral consequences of introgression of a domesticated aquaculture genotype into a native strain of coho salmonT Am Fish Soc200613544245510.1577/T05-181.1

[B7] GloverKAOtteråHOlsenRESlindeETarangerGLSkaalaØA comparison of farmed, wild and hybrid Atlantic salmon (Salmo salar L.) reared under farming conditionsAquaculture200928620321010.1016/j.aquaculture.2008.09.023

[B8] SolbergMFSkaalaONilsenFGloverKADoes domestication cause changes in growth reaction norms? A study of farmed, wild and hybrid Atlantic salmon families exposed to environmental stressPlos One20138e5446910.1371/journal.pone.005446923382901PMC3561353

[B9] IwamotoRNSaxtonAMHershbergerWKGenetic estimates for length and weight of coho salmon during freshwater rearingJ Hered198273187191

[B10] HershbergerWKMyersJMIwamotoRNMcauleyWCSaxtonAMGenetic changes in the growth of coho salmon (Oncorhynchus-Kisutch) in marine net-pens, produced by 10 years of selectionAquaculture19908518719710.1016/0044-8486(90)90018-I

[B11] EimumSFlemingIAGenetic divergence and interactions in the wild among native, farmed and hybrid Atlantic salmonJ Fish Biol19975063465110.1111/j.1095-8649.1997.tb01955.x

[B12] McGinnityPStoneCTaggartJBCookeDCotterDHynesRMcCamleyCCrossTFergusonAGenetic impact of escaped farmed Atlantic salmon (Salmo salar L.) on native populations: use of DNA profiling to assess freshwater performance of wild, farmed, and hybrid progeny in a natural river environmentICES J Mar Sci1997549981008

[B13] McGinnityPProdöhlPÓ MaoiléidighNHynesRCotterDBakerNO’HeaBFergusonADifferential lifetime success and performance of native and non-native Atlantic salmon examined under communal natural conditionsJ Fish Biol20046517318710.1111/j.0022-1112.2004.00557.x

[B14] FlemingIAHindarKMjolnerodIBJonssonBBalstadTLambergALifetime success and interactions of farm salmon invading a native populationProc Biol sci20002671517152310.1098/rspb.2000.117311007327PMC1690700

[B15] SkaalaOGloverKABarlaupBTSvasandTBesnierFHansenMMBorgstromRPerformance of farmed, hybrid, and wild Atlantic salmon (Salmo salar) families in a natural river environmentCan J Fish Aquat Sci2012691994200610.1139/f2012-118

[B16] HutchingsJAFraserDJThe nature of fisheries- and farming-induced evolutionMol Ecol20081729431310.1111/j.1365-294X.2007.03485.x17784924

[B17] RobergeCNormandeauEEinumSGuderleyHBernatchezLGenetic consequences of interbreeding between farmed and wild Atlantic salmon: insights from the transcriptomeMol Ecol20081731432410.1111/j.1365-294X.2007.03438.x18173503

[B18] LynchMWalshBGenetics and analysis of quantitative traits1998Sunderland, MA: Sinauer Associates

[B19] AylesGBBakerRFGenetic differences in growth and survival between strains and hybrids of rainbow trout (Salmo-Gairdneri) stocked in aquaculture lakes in the Canadian PrairiesAquaculture19833326928010.1016/0044-8486(83)90407-6

[B20] DillLMFraserAHGRisk of predation and the feeding behavior of juvenile coho salmon (Oncorhynchus-Kisutch)Behav Ecol Sociobiol198416657110.1007/BF00293105

[B21] JohnssonJIPeterssonEJönssonEBjörnssonBTJärviTDomestication and growth hormone alter antipredator behaviour and growth patterns in juvenile brown trout, Salmo truttaCan J Fish Aquat Sci1996531546155410.1139/f96-090

[B22] SundstromLFLohmusMJohnssonJIDevlinRHGrowth hormone transgenic salmon pay for growth potential with increased predation mortalityProc Biol sci2004271Suppl 5S3503521550401510.1098/rsbl.2004.0189PMC1810071

[B23] SundstromLFLohmusMDevlinRHSelection on increased intrinsic growth rates in coho salmon, Oncorhynchus kisutchEvolution2005591560156916153041

[B24] TymchukWESundstromLFDevlinRHGrowth and survival trade-offs and outbreeding depression in rainbow trout (Oncorhynchus mykiss)Evolution2007611225123710.1111/j.1558-5646.2007.00102.x17492973

[B25] McClellandEKMyersJMHardJJParkLKNaishKATwo generations of outbreeding in coho salmon (Oncorhynchus kisutch): effects on size and growthCanJ Fish Aquat Sci2005622538254710.1139/f05-159

[B26] VandersteenWBiroPHarrisLDevlinRIntrogression of domesticated alleles into a wild trout genotype and the impact on seasonal survival in natural lakesEvol Appl20125768810.1111/j.1752-4571.2011.00210.xPMC335333325568031

[B27] McGinnityPProdohlPFergusonKHynesRO’MaoileidighNBakerNCotterDO’HeaBCookeDRoganGFitness reduction and potential extinction of wild populations of Atlantic salmon, Salmo salar, as a result of interactions with escaped farm salmonP Roy Soc B-Biol Sci20032702443245010.1098/rspb.2003.2520PMC169153114667333

[B28] CuiXAffourtitJShockleyKRWooYChurchillGAInheritance patterns of transcript levels in F1 hybrid miceGenetics200617462763710.1534/genetics.106.06025116888332PMC1602077

[B29] RottscheidtRHarrBExtensive additivity of gene expression differentiates subspecies of the house mouseGenetics20071771553156710.1534/genetics.107.07619017947435PMC2147974

[B30] ReilandJNoorMAFLittle qualitative RNA misexpression in sterile male F(I) hybrids of Drosophila pseudoobscura and D. persimilisBMC Evol Biol200221610.1186/1471-2148-2-1612223116PMC126258

[B31] MichalakPNoorMAGenome-wide patterns of expression in Drosophila pure species and hybrid malesMol Biol Evol2003201070107610.1093/molbev/msg11912777520

[B32] GibsonGRiley-BergerRHarshmanLKoppAVachaSNuzhdinSWayneMExtensive sex-specific nonadditivity of gene expression in Drosophila melanogasterGenetics20041671791179910.1534/genetics.104.02658315342517PMC1471026

[B33] HughesKAAyrolesJFReedyMMDrnevichJMRoweKCRuediEACaceresCEPaigeKNSegregating variation in the transcriptome: cis regulation and additivity of effectsGenetics20061731347135510.1534/genetics.105.05147416624921PMC1526654

[B34] TymchukWSakhraniDDevlinRDomestication causes large-scale effects on gene expression in rainbow trout: analysis of muscle, liver and brain transcriptomesGen Comp Endocrinol200916417518310.1016/j.ygcen.2009.05.01519481085

[B35] DebesPVNormandeauEFraserDJBernatchezLHutchingsJADifferences in transcription levels among wild, domesticated, and hybrid Atlantic salmon (Salmo salar) from two environmentsMol Ecol2012212574258710.1111/j.1365-294X.2012.05567.x22519555

[B36] NormandeauEHutchingsJAFraserDJBernatchezLPopulation-specific gene expression responses to hybridization between farm and wild Atlantic salmonEvol Appl2009248950310.1111/j.1752-4571.2009.00074.xPMC335244825567894

[B37] RobergeCEinumSGuderleyHBernatchezLRapid parallel evolutionary changes of gene transcription profiles in farmed Atlantic salmonMol Ecol2006159201636782610.1111/j.1365-294X.2005.02807.x

[B38] DevlinRHSakhraniDTymchukWERiseMLGohBDomestication and growth hormone transgenesis cause similar changes in gene expression in coho salmon (Oncorhynchus kisutch)Proc Natl Acad Sci U S A20091063047305210.1073/pnas.080979810619223591PMC2651260

[B39] SauvageCDeromeNNormandeauESt-CyrJAudetCBernatchezLFast transcriptional responses to domestication in the brook charr Salvelinus fontinalisGenetics201018510511210.1534/genetics.110.11507120194962PMC2870946

[B40] BougasBGranierSAudetCBernatchezLThe transcriptional landscape of cross-specific hybrids and its possible link with growth in brook charr (Salvelinus fontinalis Mitchill)Genetics20101869710710.1534/genetics.110.11815820551437PMC2940315

[B41] RenautSNolteAWBernatchezLGene expression divergence and hybrid misexpression between lake whitefish species pairs (Coregonus spp. Salmonidae)Mol Biol Evol20092692593610.1093/molbev/msp01719174479

[B42] DevlinRHBiagiCAYesakiTYSmailusDEByattJCGrowth of domesticated transgenic fish - A growth-hormone transgene boosts the size of wild but not domesticated troutNature200140978178210.1038/3505731411236982

[B43] BrazmaAHingampPQuackenbushJSherlockGSpellmanPStoeckertCAachJAnsorgeWBallCACaustonHCMinimum information about a microarray experiment (MIAME)-toward standards for microarray dataNat Genet20012936537110.1038/ng1201-36511726920

[B44] Gene Expression Omnibushttp://www.ncbi.nlm.nih.gov/geo/

[B45] JantzenSGSandersonDSvon SchalburgKRYasuikeMMarassFKoopBFA 44K microarray dataset of the changing transcriptome in developing Atlantic salmon (Salmo salar L.)BMC Res Notes201148810.1186/1756-0500-4-8821447175PMC3073910

[B46] Genomic Research on All Salmon Projecthttp://web.uvic.ca/grasp/microarray/array.html

[B47] UniProt Knowledgebasehttp://www.uniprot.org

[B48] EMBL-European Bioinformatics Institutehttp://www.ebi.ac.uk/QuickGO/

[B49] LeggattRARavenPAMommsenTPSakhraniDHiggsDDevlinRHGrowth hormone transgenesis influences carbohydrate, lipid and protein metabolism capacity for energy production in coho salmon (Oncorhynchus kisutch)Comp Biochem Phys B200915412113310.1016/j.cbpb.2009.05.01019470409

[B50] RiseMLDouglasSESakhraniDWilliamsJEwartKVRiseMDavidsonWSKoopBFDevlinRHMultiple microarray platforms utilized for hepatic gene expression profiling of GH transgenic coho salmon with and without ration restrictionJ Mol Endocrinol20063725928210.1677/jme.1.0203117032744

[B51] LawlorJLDacanayAHutchingsJABrownLLSperkerSADifferences in pathogen resistance within and among cultured, conservation-dependent, and endangered populations of Atlantic salmon, Salmo salar LEnviron Biol Fishes2008846978

[B52] SutherlandBJJantzenSGSandersonDSKoopBFJonesSRDifferentiating size-dependent responses of juvenile pink salmon (Oncorhynchus gorbuscha) to sea lice (Lepeophtheirus salmonis) infectionsComp Biochem Physiol D2011621322310.1016/j.cbd.2011.04.00121543273

# Supplementary material for: Influence of developmental stage and genotype on liver mRNA levels among wild, domesticated, and hybrid rainbow trout (Oncorhynchus mykiss)
**Source:** BMC Genomics. 2013 Oct 2;14:673. doi: 10.1186/1471-2164-14-673
**Supplement:** Additional file 7: Figure S1 — Significant differences found in mRNA levels between group pairings as determine by ANOVA P ≤ 0.01 with fold change of ≥ 2. Bar chart shows the amount of up-regulated and down-regulated mRNAs found in each group pairing of fast-growing domesticated (D), slow-growing age-matched wild (Wa), slow-growing size-matched wild (Ws), and first generation hybrid cross (W/D) rainbow trout.

**Figure S1:** Significant differences found in mRNA levels between group pairings as determine by ANOVA P ≤ 0.01 with fold change of ≥ 2. Each bar chart shows the amount of up-regulated and down-regulated mRNAs found in each group pairing of fast-growing domesticated (D), slow-growing age-matched wild (Wa), slow growing size-matched wild (Ws), and first generation hybrid cross (W/D) rainbow trout.

# Supplementary material for: Influence of developmental stage and genotype on liver mRNA levels among wild, domesticated, and hybrid rainbow trout (Oncorhynchus mykiss)
**Source:** BMC Genomics. 2013 Oct 2;14:673. doi: 10.1186/1471-2164-14-673
**Supplement:** Additional file 8: Figure S2 — Physiological pathways found significant in pairings of domesticated (D) and wild-domesticated (W/D) relative to either age- (Wa) or size-matched (Ws) trout populations. S2a.) the physiological pathways up- or down-regulated, unique to D relative to Wa (blue) or Ws (red). S2b.) the physiological pathways up- or down-regulated in W/D relative to Wa (blue), Ws (red) and D (grey) populations.

**A.**

**b.**

**Figure S2:** Physiological pathways found significant in pairings of domesticated (D) and wild-domesticated (W/D) relative to either age (Wa) or size matched (Ws) trout populations. S2a, the physiological pathways up or down regulated, unique to D relative to Wa (blue) or Ws (red). S2b, the physiological pathways up or down regulated in W/D relative to Wa (blue), Ws (red) and D (grey) populations.

How the deposited data were processed for this re-analysis (not part of the article)

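Oligo-array data in both dye channels of liver RNA from 24 rainbow trout were used, with 6 fish in each of the domesticated (D), hybrid (W/D), age-matched wild (Wa) and size-matched wild (Ws) groups. The intensity values are those the authors deposited as the output of the image quantification, with the mean signal and the median local background of each spot in both channels and no normalization. The log2 ratios that the authors also deposited had been normalised by LOWESS and centred on the median of each oligo over all samples, and they served as an alternative only. The paper's text does not name a background correction. Rebuilt from the intensities, log2 ratios had a correlation with the deposited ones of r between 0.861 and 0.925 on an array, across oligos, which are not independent replicates.

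The values were computed in R 4.3.3 with limma 3.58.1. Background was corrected by normexp with an offset of 50, and log2 ratios of Cy5 (the fish) over Cy3 (the pool of 6 wild fish) were normalised by loess within each array. Control spots and spots with the quality flag had no weight, and values under that flag were set to missing. Neither the labels nor the paper's text define this flag value, and that it marks low quality is an assumption. All 1835 saturated spots of the oligos carried it (10.7% of the spots with the flag), so that saturated values were set to missing as well. An oligo was kept when its Cy5 signal was at least 300 without a flag on all 6 arrays of at least 1 group and it had a value in every group. limma's moderated test was fitted over the 4 groups, with Benjamini-Hochberg adjustment over the kept oligos within each of the 6 comparisons, and an oligo was called at an adjusted p of at most 0.05 and a fold change of at least 2. All p beside a log2 fold change are from this test and are two-sided. Each oligo was counted by itself. Names and categories come from Additional files 1 to 6, which give them for the listed spots alone. Names and categories of other oligos were not used here.

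The main tests, the kept-oligo filter and the rule for naming mRNAs were fixed before the data were examined. So were the alternatives and further tests, except those named below as chosen after the result was seen. The use of the median for the local background and the treatment of the quality flag as missing were settled after the files were seen, and both were varied. An mRNA was named when the paper's text or legends name it, represented by the first spot listed under that name, or when its oligo was among the 3 called oligos with the largest absolute log2 fold change of a comparison for which the fish of both groups did not overlap. An oligo was taken as measured in a group when, on at least 1 array, its Cy5 signal exceeded the mean local background by 2 standard deviations of that background. Where it was not, a lower bound of the fold change is given on the scale of the Cy5 channel, after loess and Aquantile normalisation, and it is no bound for the ratios to the reference pool. The dyes were not swapped, so that such a bound is open to dye bias. Values of mRNAs whose first spot did not pass the filter come from a fit without the filter.

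Fish with the same replicate number shared a slide, on which the groups had fixed positions. The mean correlation between fish on the same slide, after removal of group means, was between 0.0049 and 0.066 for the pairs of groups, across oligos. With the slide as a block, 316, 307, 72, 84, 187 and 74 oligos were called in D relative to Wa, D relative to Ws, Wa relative to Ws, W/D relative to Wa, W/D relative to Ws and W/D relative to D.

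In a self-test, changes were added to 200 of 8679 oligos in simulated data and were recovered for 97.0% of them, with 3 false calls. All added changes were well above 2-fold and the simulated noise was independent between oligos. The share recovered is therefore not the sensitivity for real changes near the threshold. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.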

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

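The tests of the reference channel, of the fish channel, of D replicates 4 and 6, of the quality flags and of the Ws spike-in ratios were chosen only after the result was seen. The random splits, the difference of the spike-ins between positions and the rules by which a result is listed here were not.

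Among 107 groups of fish tested over the named mRNAs, 10 had 1 fish whose gap to the nearest other fish took up more of the group's range than Dixon's 95% critical value allows, where chance gives about 5.4. Wa replicate 3 stood apart in 3 of them. Its log2 ratio was -0.0046 for protein canopy homolog 2 precursor (nearest other Wa fish -0.86), -0.80 for complement C3-1 (nearest -2.29) and 1.5 for chondrogenesis associated lipocalin C159R067 (nearest 3.41). The other groups were D replicate 1 for NADH-ubiquinone oxidoreductase chain 2 at 0.11 (nearest 0.93), D replicate 4 for 40S ribosomal protein S21 at 0.85 (nearest 1.37), Ws replicate 5 for the same mRNA at 0.77 (nearest 0.23) and Wa replicate 5 for C-type lectin domain family 4 member M at 0.78 (nearest 0.09). D replicate 2 was at 0.030 for lectin precursor (nearest 6.11), D replicate 5 at 0.27 for Ig mu chain C region membrane-bound form (nearest -0.95) and W/D replicate 4 at 2.47 for solute carrier family 28 member 3 (C216R135, nearest 3.24). A wrong group label for one of these fish is argued against by all kept oligos, over which 24 of 24 fish were closest to the mean of the other fish of their own group. A difference between individual fish stays open, and no biological explanation was tested, since the design gives no measure of single fish. Lectin precursor differs from the others in that 4 of 6 D arrays were saturated while replicate 2 was close to the reference pool.

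Measures of whole arrays were tested in 32 groups, and 6 had an array apart. D replicate 5 had the highest median Cy5 signal of its group, at 246.3 (nearest 220.1), and the highest share of oligos with a signal of at least 300, at 36.4% (nearest 26.9%). Ws replicate 5 had a median Cy3 signal of 172.7 (nearest 165.2), Ws replicate 2 a median Cy5 background of 123 (nearest 124), W/D replicate 6 a median Cy3 background of 117 (nearest 118), and Ws replicate 6 had 25 saturated spots in Cy5 (nearest 42). Both differences of background are of 1 unit. Whether the brighter D replicate 5 reflects labelling, scanning or the fish was not tested. Without replicate 5, which leaves out this array and the 3 others on its slide, the number of oligos called in D relative to Wa and to Ws stayed within 1.5 times that from all 24 arrays.

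For 5 named oligos the effect of D differed between the wild groups, tested as the direct difference of Wa and Ws by limma. Complement C3-1 was lower in Wa than in Ws by a log2 fold change of -2.06 (adjusted p = 0.000776), with 6 of 6 Wa fish below all Ws fish. Lipocalin precursor (C106R052) was higher in Wa by 4.12 (adjusted p = 0.000743), and chondrogenesis associated lipocalin by 3.58 (C159R067, adjusted p = 0.00293) and 3.25 (C069R130, adjusted p = 0.00394), with 6 of 6 Wa fish above all Ws fish for each. The domain of transcription initiation factor IIF alpha subunit (C256R062) was lower in Wa by -1.61 (adjusted p = 0.0374), with 0 of 6 Wa fish outside the range of Ws. Without replicate 2, C069R130 was at 2.73 and no longer past the threshold.

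Several technical explanations of differences between groups were weighed, since each group held 1 position on every slide. Exchanging the fish of both groups within slides gave, out of 32 splits for each of the 6 comparisons, 1 split with as many calls as the real one, the real split itself (3.12%). This is the smallest share that 32 splits can give, and it is not adjusted over the 6 comparisons. It argues against chance but does not exclude it for each comparison. The highest count from another such split was 44 for D relative to Wa, 33 for D relative to Ws, 22 for Wa relative to Ws, 28 for W/D relative to Wa, 60 for W/D relative to Ws and 10 for W/D relative to D. With labels permuted among the 4 fish of each slide, 1 of 100 draws reached the number of the F test, 1 the number shared by both comparisons of D and 1 the number of unique oligos called between Wa and Ws, the real labels in each. For the correlation of the log2 fold changes of D relative to Wa and Ws, 2 of 100 draws reached the real value, with a median of 0.51 over the other draws. Spike-in RNA, added alike to every array, differed between group means by at most 0.571 (log2) over the 7 of 10 spike-ins used. This is less than the 2-fold threshold, and argues against a shift of whole arrays by position as the whole cause of the calls. The reference channel, with the same pool on every array, gave 1 call in D relative to Wa and Ws together, against 610 on ratios, which argues against an effect of position on single oligos in both dyes. At an unadjusted p of at most 0.05, the reference channel had 565 and 619 oligos. The fish channel alone called 74.0% of the oligos called on ratios in D relative to Wa, which argues against the reference channel as the source of most of them. In the other pairings this share was between 61.5% (W/D relative to D) and 74.1% (W/D relative to Wa). An effect of position on the Cy5 channel alone cannot be told apart from a difference between groups, and the age, size and origin of the fish stay open as biological explanations.

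On the spike-ins the Ws arrays had the highest log2 ratio, with a mean of -0.105 ± 0.169 (SD, n = 6) against -0.538 ± 0.163 in Wa (exact permutation test, two-sided, p = 0.0022, the smallest that 6 fish against 6 allow, adjusted p = 0.013 over 6 comparisons) and -0.516 ± 0.351 in D (exact permutation test, p = 0.0108, adjusted p = 0.0325). Against W/D, at -0.356 ± 0.192, the difference did not pass (exact permutation test, p = 0.0411, adjusted p = 0.0823). The Ws array was highest on 4 of 6 slides. The Ws arrays also had the most spots with a quality flag on 6 of 6 slides, between 1013 and 1202 per array. Position on the slide, labelling of the samples and group cannot be told apart for either pattern, because all Ws arrays held the same position. A shift of about the size seen on the spike-ins stays open for log2 fold changes that involve Ws.

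The labels give D replicates 4 and 6 the same fish name. If 1 fish had been hybridised to both arrays, their deviations from the other D fish would be the most alike. Their correlation across oligos, which are not independent replicates, was r = 0.208 and ranked 8 of 15 among pairs of D arrays (0.101 to 0.317), which argues against it.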

How the results depend on the processing

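The background mean in normexp and the use of spots under the quality flag were alternatives chosen only after the result was seen. Counts are of called oligos, in the order D relative to Wa, D relative to Ws, Wa relative to Ws, W/D relative to Wa, W/D relative to Ws and W/D relative to D, unless said otherwise.

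A filter on all 24 arrays gave 92, 97, 19, 18, 51 and 18 calls and 373 oligos in the F test, out of fewer oligos tested. It left 36 shared by both comparisons of D and 12 unique oligos called directly between Wa and Ws. With it, the D-recessive share of group A was 44.44% with Wa and 55.56% with Ws, the D-dominant share with Ws 33.33% and the additive share with Ws 11.11%. Without a filter, 505 oligos were called in D relative to Ws, 122 in Wa relative to Ws and 109 in W/D relative to D, 75 unique oligos were called directly, the correlation between the log2 fold changes of D relative to Wa and Ws across oligos, which are not independent replicates, was r = 0.6306, the D-recessive share was 42.5% with Wa and 43.5% with Ws, the D-dominant share with Ws was 28.0%, and the first principal component explained 7.319%. Without the fold change, 690, 634, 121 and 272 oligos passed in D relative to Wa, D relative to Ws, Wa relative to Ws and W/D relative to Ws, 282 were shared and 75 unique oligos differed directly, because the criterion is wider. At an adjusted p of at most 0.01, Wa relative to Ws had 37 calls, W/D relative to Wa 39, W/D relative to Ws 89 and W/D relative to D 27, the F test 344, 93 were shared and 25 were unique, because the criterion is stricter. Without background correction, Wa relative to Ws had 50 calls, W/D relative to Ws 113, and the additive share with Ws was 35.9%. Median centring gave 20.42% for the first component and the fish channel alone 13.71%. The rule of the methods for classes gave an additive share of 45.27% and a D-recessive share of 24.32% with Wa. With the spots under the quality flag kept, the D-dominant share with Ws was 31.79%. The cause was not tested for the changes with the filter on all 24 arrays, without a filter or without background correction. Nor was it for those by median centring, in the fish channel, under the methods' rule and with the spots under the quality flag.

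The D-dominant share with Wa (27.78% to 38.76%) and the concordance of classes (66.9% to 77.78%) moved by less than their confidence intervals under the 17 other alternatives run for them.

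With the slide as a replicate block, 85 of 85 named results kept their direction and side of the threshold, and no count moved by over 1.5 times, the number of calls in Wa relative to Ws being 72.

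Leaving out each replicate in turn gave between 255 (without replicate 2) and 320 (without replicate 4) calls for D relative to Wa, 264 (4) and 319 (1) for D relative to Ws, 42 (6) and 107 (3) for Wa relative to Ws, 59 (1) and 75 (3) for W/D relative to Wa, 120 (6) and 206 (3) for W/D relative to Ws, and 36 (1) and 75 (5) for W/D relative to D. Without replicates 2 and 5, Wa relative to Ws had 44 calls each, and without replicate 4, W/D relative to D had 43. The F test gave between 473 (2) and 666 (3), with 499 without replicate 6. Shared oligos were between 112 and 136, unique oligos called directly between 29 and 59, and r was between 0.6603 and 0.7033. In group A with Wa, the D-dominant share was between 31.01% and 47.2%, the additive share between 19.12% and 29.46% and the D-recessive share between 27.91% and 44.85%. With Ws they were between 35.66% and 50.4%, 19.2% and 26.36%, and 30.4% and 43.38%. Concordance was between 73.6% and 80.15%, and the first component explained between 11.96% and 13.51%. Without D replicate 6 alone, the calls were 289, 294, 77, 83, 177 and 50, the F test gave 723, 142 were shared and the concordance was 71.83%. Fewer fish were used in each of these.

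Of 85 named results, 52 kept their direction and side of the threshold under all alternatives run for them, 33 did not, and 6 of these reversed, none of them past the threshold on either side. Solute carrier family 28 member 3 in W/D relative to D was -0.0969 with plain background subtraction, -0.126 without replicate 3, -0.13 without replicate 5 and -0.000931 without D replicate 6. Hemoglobin subunit alpha-4 in W/D relative to D was 0.0363 in the fish channel alone. Calmegin was 0.00129 in W/D relative to Ws in the fish channel alone and -0.136 in W/D relative to D from the deposited log2 ratios. Cytochrome c oxidase subunit 4 isoform 2 was 0.184 without replicate 3 and 0.125 without replicate 5 in W/D relative to Wa, and 0.275 without replicate 5 in W/D relative to Ws. The other ends of these leave-one-out ranges were 0.103 without replicate 1 for the solute carrier, and -0.299 and -0.391 without replicate 6 for cytochrome c oxidase subunit 4 isoform 2. The cause was not tested. The fish channel alone took 10 named results under the threshold and the deposited log2 ratios took 7 past it and 3 under it.

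No value was obtained with the filter on all 24 arrays for the named oligos it removes, nor without replicate 1 for hemoglobin subunit alpha-4 relative to Wa, where the only measured Wa fish is left out. On an array between 33.6% and 46.2% of oligos had a Cy5 signal above background, so that oligos closer to background were not tested here.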

Differences from the paper's values

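The use of spots under the quality flag and of the mean background were alternatives chosen only after the result was seen; every other alternative named here was set before the data were examined. The paper counts different names and the counts here are of oligos, since names exist for the listed spots alone. The paper's counts of unique names were therefore not compared, apart from the values below. A count or share is listed as different when one value is over 1.5 times the other, and a log2 fold change when the values differ by more than the standard error. Shares of the list of all 2-fold differences were not compared. Those here for W/D relative to D (10.9%) and to Wa (13.6%) lie below the paper's by more than this rule allows. The share of kept oligos with a 2-fold difference in any pairing (6.86%) lies above the paper's by more than it allows.

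For Wa relative to Ws without a fold change, the paper's number is 229 and the number here 121. Of 17 alternatives, the fish channel alone and the methods' test, an ANOVA over 4 groups with Tukey's test, no longer differed, and 15 did, over a range of 40 to 233. As a share of the oligos detected, the paper gives 2.4% for this pairing, against 1.39% here, and the same alternatives no longer differed (range 0.307% to 2.68%). For W/D relative to Wa the paper gives 2.7%, against 1.24% here, and for W/D relative to D 2.9%, against 1.02% here. In both, the methods' test alone of 17 alternatives no longer differed, with ranges of 0.275% to 2.63% and 0.284% to 2.51%. Common to all 3 pairings of W/D are 4 in the paper and 1 here. Of 19 alternatives, median centring, no filter, the methods' test and leaving out replicate 2 no longer differed, over a range of 0 to 4.

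Of 68 log2 fold changes that the paper's Additional files give for the named spots, 68 had the same sign here and 11 differed by more than the standard error. The deposited log2 ratios gave the paper's log2 fold change to 3 digits in 68 of 68, so that their match in each case below was fixed in advance and is no independent check. The paper's value for NADH-ubiquinone oxidoreductase chain 2 in D relative to Wa is 1.14, against 0.78 here, and the fish channel alone, the deposited log2 ratios and leaving out replicate 1 no longer differed, of 18 alternatives. For solute carrier family 28 member 3 (C055R039) in D relative to Ws the paper's value is 2.89, against 3.15 here, and of 17 alternatives no background correction, median centring, the deposited log2 ratios and leaving out replicate 1, 2 or 4 no longer differed. For hemoglobin subunit beta in D relative to Ws, fitted here without the filter, the paper's value is 1.95, against 1.64, which is not exact because D was saturated on 3 of 6 arrays, and of 16 alternatives the deposited log2 ratios and leaving out replicate 4, replicate 6 or D replicate 6 no longer differed. For hemoglobin subunit alpha-4 the paper's values are 1.48 in D relative to Wa and 1.35 in D relative to Ws, against 0.83 and 0.93 here. The values here rest on 3 D, 1 Wa and 6 Ws fish, since spots under the quality flag are missing. Relative to Wa, of 16 alternatives the deposited log2 ratios, no filter, the slide as a block and leaving out replicate 4 no longer differed. Relative to Ws, of 17 alternatives median centring, the deposited log2 ratios, no filter and leaving out replicate 4 no longer differed. For vitellogenin-3 precursor in D relative to Wa, fitted without the filter, the paper's value is 1.78, against 2.32, and of 16 alternatives no background correction, median centring, the deposited log2 ratios and leaving out replicate 2, 3, 5 or D replicate 6 no longer differed. For fucolectin-6 precursor in D relative to Ws the paper's value is 2.55, against 2.29, and of 18 alternatives plain subtraction, median centring, the fish channel alone, the deposited log2 ratios and leaving out replicate 2, 3 or 5 no longer differed. In each case the remaining alternatives still differed.

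For the solute carrier spot C216R135 the paper's values are 2.55 in D relative to Ws, 2.33 in W/D relative to Wa and 2.37 in W/D relative to Ws, against 3.75, 3.26 and 3.60 here. Of 17 alternatives, the deposited log2 ratios no longer differed in all 3, and no background correction in W/D relative to Wa. For probable polypeptide N-acetylgalactosaminyltransferase 8 in W/D relative to D the paper's value is -1.32, against -2.17 here, and of 17 alternatives no background correction, the fish channel alone and the deposited log2 ratios no longer differed. The other alternatives still differed.

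Of 68 results that the Additional files list for the named spots, 61 were called here and 7 were not. Fumarylacetoacetase in D relative to Ws (0.87) was called from the deposited log2 ratios and without replicate 3. NADH-ubiquinone oxidoreductase chain 2 in D relative to Wa was called from the deposited log2 ratios, without replicate 1 and with its brightest spot. Hemoglobin subunit alpha-4 was called in D relative to Wa from the deposited log2 ratios and without a filter, and in D relative to Ws under these, median centring and without replicate 1. Both were also called with the spots under the quality flag kept, which was chosen after seeing the values. Complement factor B precursor in D relative to Ws (0.82) and alcohol dehydrogenase in D relative to Wa (0.90, with D saturated on 1 of 6 arrays) were called from the deposited log2 ratios. Calmegin in W/D relative to Wa (-0.97) was called from these, without replicate 4, and with the background mean, which was chosen after seeing the values.

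The paper states that the pairing of Wa with Ws had the lowest proportion of differences. Here it was W/D relative to D, with 89 oligos without a fold change, against 121 for Wa relative to Ws. Of 19 alternatives, W/D relative to D was lowest in 14, W/D relative to Wa in 2 and Wa relative to Ws in 3, which leave out replicate 2, 5 or 6. With the fold change, W/D relative to D was lowest as well (65 against 77), and Wa relative to Ws was lowest in 5 of 19 alternatives, which were no background correction, the slide as a block and leaving out replicate 2, 5 or 6, and tied with W/D relative to D at 72 under the methods' test.

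The paper states that additive and D-recessive control were more prevalent in group A. Here the D-dominant share was highest, at 35.1% with Wa and 41.9% with Ws, with confidence intervals that overlap those of the D-recessive class, and the ranking depended on the setting. With Wa, of 23 alternatives the D-recessive share was highest in 12, which were no background correction, plain subtraction, the deposited log2 ratios, no filter, the filter on all 24 arrays, the slide as a block, the spots of Additional files 1 and 2, leaving out replicate 2, 5, 6 or D replicate 6, and the spots under the quality flag kept, chosen after seeing the values. The additive share was highest in 4, which were the fish channel alone, no fold change, the fit of only the groups compared and the methods' rule for classes, the last at 45.3%. The D-dominant share stayed highest in 7, which were median centring, the methods' test, an adjusted p of at most 0.01, leaving out replicate 1, 3 or 4, and the background mean, chosen after seeing the values. With Ws, the D-dominant share was highest in 16, the D-recessive share in 6 and the additive share in 1. The paper's share of group A with the same class for Wa and Ws is 84%, against 70.95% here (exact 95% confidence interval 62.9% to 78.1%, counting error only). This is within 1.5 times but the paper's share lies outside the interval, and no alternative reached it, the highest being 80.15% without replicate 6. Under the methods' rule for classes on the spots of Additional files 1 and 2 it was 71.13%. The paper lists apoptosis among processes that differed in D relative to Wa and not relative to Ws. Its Additional files assign 0 spots to apoptosis in D relative to Wa and 3 in D relative to Ws.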

Other observations

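The tests of hemoglobin subunits alpha and beta against each other, of alpha-D and of the brightest spots that are not saturated were chosen only after the result was seen. The lists of markers, the test of all the brightest spots and the test of muscle markers were not.

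The first listed spots of hemoglobin subunits alpha and beta were higher in D than in both wild groups, from the fit without the filter. Of 19 kept spots on a list of red blood cell markers, all of them hemoglobin spots that the paper's Additional files list, 18 had a higher mean in D than in both wild groups and 9 were called relative to both. Those files hold only spots that differed in some pairing of the same data, so these counts are not independent support. Alpha-4, with 1 Wa fish measured, was among the 18 and was not called. The 18 spots had a higher mean in D also with median centring, in the fish channel alone and in the deposited log2 ratios. A candidate explanation is a larger share of red blood cells in the D liver samples. Of the listed spots, 0 of 7 named hemoglobin subunit alpha and 1 of 3 named alpha-4 passed the filter. The alpha spots in the next test therefore lay mostly outside it. Over the 24 fish, with group means removed, the mean of 10 alpha spots and the mean of 24 beta spots deviated together, with r = 0.94 and rho = 0.95 (permutation p = 1e-05 for each, the smallest that the draws can give), and r = 0.909 without the 2 fish farthest from the median. This is what a varying share of blood would give, and regulation of these genes together in the same cells would give it as well, so that the second stays open. A shift of the brightest spots of an array was not decided by the 50 brightest other spots (r = 0.15 with the hemoglobin spots), since 85.5% of their values were saturated, against 1.35% for hemoglobin. For the 50 brightest other spots that were saturated on no array, it is argued against, with r = 0.103 and rho = 0.0226 (permutation p = 0.63 and 0.92), and r = 0.207 without the 2 farthest fish. Between groups, these 50 spots differed in D by -0.01 relative to Wa and -0.13 relative to Ws. The 50 brightest spots, mostly saturated, were higher in D by 0.40 and 0.15, the direction of hemoglobin, which leaves a shift of saturated spots undecided. Hemoglobin subunit alpha-D (C062R154) was lower in D relative to Wa, with a log2 fold change of -1.55 (adjusted p = 0.00245 from limma's test), and differed by -0.01 relative to Ws, which became 0.24 in the fish channel alone and 0.31 in the deposited log2 ratios. It was lower relative to Wa under each of these, so that more red blood cells alone cannot explain alpha-D. The origin of the fish, and position on the slide, stay open.

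Muscle markers were listed in order to test whether muscle tissue was carried over in some liver samples. Of 8 kept spots with 3 names, 5 of the 6 actin spots were higher in D relative to Wa (0.95 to 1.49) and lower relative to Ws (-0.59 to -0.86), with the same directions under the other scalings. Spot C232R115, was lower in both (-1.11 and -0.81). The median correlation between spots of different names, with group means removed, was 0.0762 over 13 pairs. In D, 6-phosphofructokinase was higher relative to Wa (0.705) and Ws (1.08), while alpha-actinin-2 was lower (-0.597 and -1.50), so the names did not move together. With so few names, of which 6-phosphofructokinase and alpha-actinin-2 are single spots, muscle tissue and regulation in the liver cannot be told apart.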
